# Maternal high fat diet induces circadian clock-independent endocrine alterations impacting the metabolism of the offspring

**DOI:** 10.1016/j.isci.2024.110343

**Published:** 2024-06-21

**Authors:** Lu Ding, Benjamin D. Weger, Jieying Liu, Liyuan Zhou, Yenkai Lim, Dongmei Wang, Ziyan Xie, Jing Liu, Jing Ren, Jia Zheng, Qian Zhang, Miao Yu, Meltem Weger, Mark Morrison, Xinhua Xiao, Frédéric Gachon

**Keywords:** neuroscience, behavioral neuroscience, molecular neuroscience, omics, transcriptomics

## Abstract

Maternal obesity has long-term effects on offspring metabolic health. Among the potential mechanisms, prior research has indicated potential disruptions in circadian rhythms and gut microbiota in the offspring. To challenge this hypothesis, we implemented a maternal high fat diet regimen before and during pregnancy, followed by a standard diet after birth. Our findings confirm that maternal obesity impacts offspring birth weight and glucose and lipid metabolisms. However, we found minimal impact on circadian rhythms and microbiota that are predominantly driven by the feeding/fasting cycle. Notably, maternal obesity altered rhythmic liver gene expression, affecting mitochondrial function and inflammatory response without disrupting the hepatic circadian clock. These changes could be explained by a masculinization of liver gene expression similar to the changes observed in polycystic ovarian syndrome. Intriguingly, such alterations seem to provide the first-generation offspring with a degree of protection against obesity when exposed to a high fat diet.

## Highlights

• Maternal obesity has little impact on the rhythmic physiology of the offspring
• The impact on the microbiome composition appears mainly driven by feeding
• Liver inflammation and mitochondrial activity are impacted by maternal obesity
• This likely results from the masculinization of the offspring similar to PCOS models

## Introduction

The global obesity epidemic has resulted in a rise in metabolic disorders among women of reproductive age. Currently, about 30–50% of women of reproductive age falling into the overweight or obese range.^1^^,^^2^ This rise has also profound implications for offspring metabolism spanning from the fetal stage to adulthood.^3^^,^^4^^,^^5^ Both epidemiological and animal studies have shown that maternal high fat diet (HFD) and obesity increase the offspring’s risk of developing diabetes, obesity, and cardiometabolic diseases.^6^^,^^7^^,^^8^^,^^9^ This phenomenon of metabolic imprinting has given rise to the concept of Developmental Origins of Health and Disease (DOHaD).^10^^,^^11^

To uncover the mechanisms behind this transgenerational effect, recent hypotheses propose an intergenerational alteration of the interplay between gut microbiota and the circadian clock. The circadian clock is an endogenous oscillator that orchestrates most aspects of mammalian physiology and behavior in the anticipation of environmental day-night changes. This includes the sleep/wake cycle, feeding/fasting cycles, and rhythmic hormone secretion. Organized in a hierarchical manner, the central circadian clock localized in the suprachiasmatic nuclei (SCN) of the hypothalamus synchronizes peripheral clocks present in virtually every cell of the organism.^12^^,^^13^ While the central clock is synchronized by light through direct connections between the retina and the SCN, peripheral clocks can be also synchronized by feeding and other systemic cues.^14^ The importance of the circadian clock for physiology and metabolism is underscored by its disruption in scenarios such as shift work, that lead to metabolic diseases.^15^^,^^16^ Conversely, HFD and obesity have been observed to disrupt the circadian clock.^17^^,^^18^ Accordingly, a few studies have reported a transgenerational impact of maternal HFD and obesity on the circadian rhythm of the offspring in rodents and primates.^19^^,^^20^^,^^21^^,^^22^

The feeding/fasting cycle not only synchronizes peripheral clocks but also leads to changes in daily fluctuations in the composition of the gut microbiota, further influencing host physiology.^23^^,^^24^ Given that obesity is known to impact the gut microbiome and is associated with dysbiosis,^25^ alterations in gut microbiota composition are suggested to mediate the metabolic consequences of maternal HFD.^26^^,^^27^^,^^28^ A disrupted rhythmic gut microbiome could also potentially impact the diurnal physiology of the offspring. For these reasons, we explored whether the metabolic effects of maternal HFD on offspring could be attributed to disturbances in rhythmic gut microbiota and liver physiology. While the liver circadian clock and feeding rhythms appear not impacted by maternal HFD, we observed alterations in the rhythmic expression of genes involved in pathways related to mitochondrial activity or ribosome biogenesis. Further analysis revealed an increased expression of genes involved in pathways related to inflammation, potentially associated with perturbations in endocrine regulations. These findings could help to elucidate the transgenerational effects of maternal HFD on offspring physiology.

## Results

### Maternal high fat diet induces glucose and cholesterol metabolism alterations in the offspring

To determine the impact of maternal HFD on offspring metabolism, we established an intergenerational mouse model by feeding female mice a control (Ctr) diet or HFD starting 5 weeks before mating and throughout pregnancy. The induced metabolic phenotype caused by this treatment on the dams was described elsewhere.^29^ All dams and litters were transferred to a normal chow diet after delivery. To avoid nutritional bias between litters, the litter sizes were homogenized to 6 pups for each dam within the first 3 post-natal days. Male offspring were weaned at postnatal day 21 and fed a standard chow diet until 16 weeks of age (Figure 1A). The results showed that maternal HFD results in reduced body weight of the offspring at birth (Figure 1B). This phenotype is commonly seen in studies using similar mouse models but also exhibits high experimental variability.^8^^,^^30^ While body weight gain was not statistically different between animals from Ctr or HFD fed mothers, there was a significant interaction between time and maternal diet and animals from HFD mothers were lighter throughout the experiment (Figure 1C). While neither liver weight of the offspring at 4 and 16 weeks (Figure S1A) nor liver triglyceride concentration were statistically different, we observed an increase in liver cholesterol concentration in 16-week-old offspring (Figures S1B and S1C). We also did not detect significant alterations in serum total cholesterol (TC), triglycerides (TG), free fatty acids (FFAs), high-density lipoprotein cholesterol (HDL-C), low-density lipoprotein cholesterol (LDL-C), alanine transaminase (ALT), and aspartate aminotransferase (AST) in the offspring, but observed a significant increase in glucose levels at 4 weeks, suggesting impaired glucose tolerance (Figures S2).

**Figure 1:**
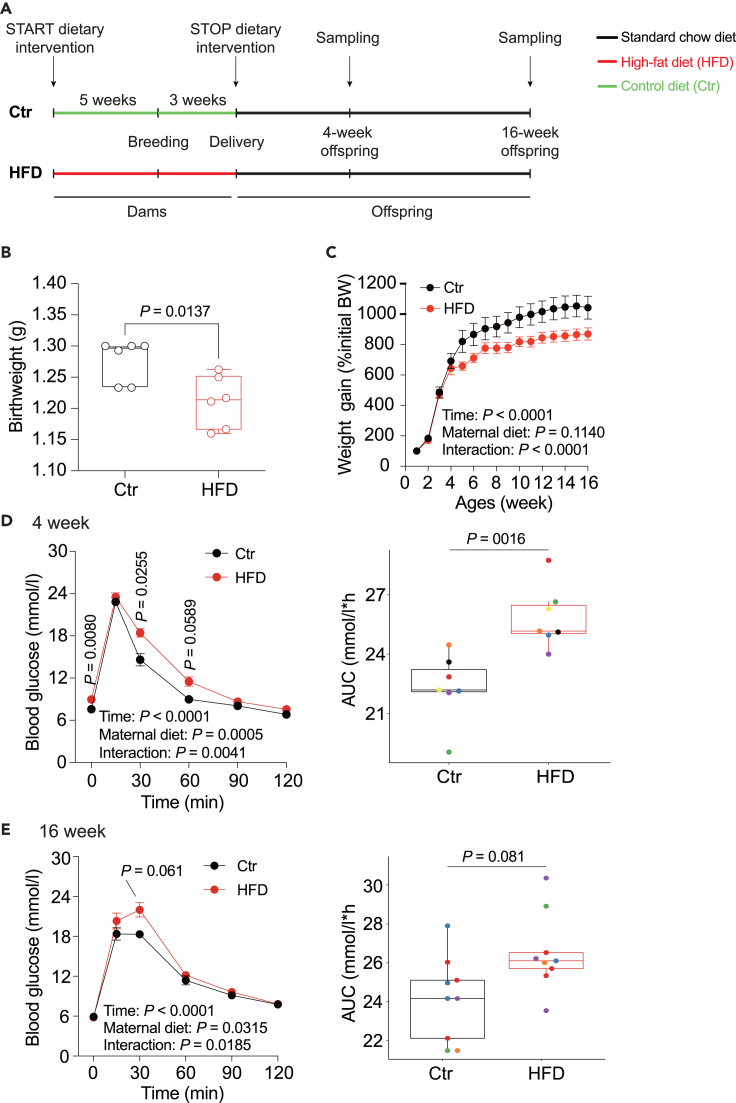
Maternal HFD impacts glucose and cholesterol metabolism in offspring (A) Experimental setup assessing the effects of maternal HFD before and throughout pregnancy on metabolic and circadian changes in offspring. (B) Offspring birthweight. (C) Percentage change in offspring body weight throughout the study. (D and E) Glucose tolerance test (left) and the corresponding area under the curve (right, each color represents different litter) for 4-week-old offspring (D) and 16-week-old offspring (E). N = 5–6 mice (from different litters) per experimental group. All boxplots are Tukey boxplots and data is assessed with a Student’s t-test; line chart data are presented as mean ± S.E.M. and are analyzed via a repeated measure two-way ANOVA or mixed linear model followed by Šídák post hoc tests. The details of the statistical analysis results are available in Table S6. Ctr: maternal control diet (black); HFD: maternal high-fat diet (red).

Contrary to previous studies suggesting that glucose tolerance is often unaltered when a Ctr diet is provided after birth,^31^^,^^32^^,^^33^ our data revealed a slightly delayed and impaired glucose tolerance in the offspring. This is evidenced by elevated blood glucose levels 30 min post glucose load and a larger AUC at 4 weeks and 16 weeks compared to the Ctr group (Figure 1D and 1E). These findings are similar to studies that maintained HFD during lactation.^34^^,^^35^ However, there were no significant changes in insulin tolerance (Figures S1D and S1E). Taken together, the data suggest that prenatal exposure to maternal HFD, followed by a control chow diet postnatally, slightly impairs glucose and cholesterol metabolism, but overall physiology appears largely unaffected, aligning with prior findings.^31^^,^^32^^,^^33^

### Diurnal rhythms in food intake and energy expenditure are subtly altered by maternal high fat diet

Mice fed an HFD exhibit attenuated rhythms of the circadian clock and feeding rhythms.^18^^,^^36^ A previous study linked gestational obesity with altered daily rhythms of activity and food intake in 15 weeks old offspring.^20^ We thus measured the diurnal rhythms of running wheel locomotor activity, energy expenditure, and feeding in the offspring of Ctr and HFD dams at 4 and 16 weeks of age. At 4 weeks, we observed an increase in total locomotor activity and a mild but not significant increase in energy expenditure. However, these differences were not present at 16 weeks (Figure 2A–2D), diverging from a previous report.^20^ In addition, there were no observed differences in feeding rhythms (Figures 2D and 2E), suggesting that metabolic alterations were not associated with changes in diurnal feeding behavior.

**Figure 2:**
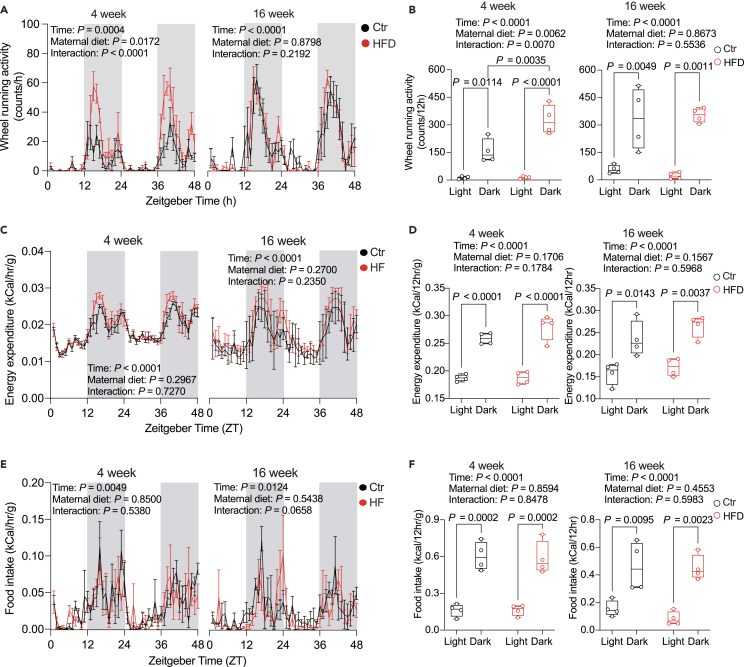
Maternal HFD marginally affects diurnal food consumption and energy expenditure (A, C, and E) Diurnal rhythms of running wheel activity (A), energy expenditure (C), and food intake (E) in 4-week-old (left) and 16-week-old offspring (right). (B, D and F) Daily alterations in running wheel activity (B), energy expenditure (D), and food intake (F) in 4-week-old (left) and 16-week-old offspring (right). Zeitgeber time (ZT) indicates light entrainment periods (ZT0-12: lights on; ZT12-24: lights off). *N* = 4 mice (from different litters) per group. All boxplots are Tukey boxplots and line chart data are presented as mean ± S.E.M. Data are analyzed via a repeated measure two-way ANOVA followed by Šídák post hoc tests. The details of the results of the statistical analyses are available in Table S6. Ctr: maternal control diet (black); HFD: maternal high-fat diet (red).

### Maternal high fat diet modifies the rhythmic gut microbiome of the offspring

Given that maternal HFD before and during pregnancy leads to changes in the rhythmic cecal microbiome composition of the dams^29^ and microbiome alterations are transmitted to the offspring,^27^^,^^37^ we aimed to investigate potential alterations in the rhythmic gut microbiome of the offspring through the analysis of 16S rRNA gene amplicon profiles. At the global level, α-diversity analysis revealed that the expected altered Simpson index diversity observed in dams under HFD was still present in 4-weeks old offspring, albeit less pronounced. However, this difference disappears in 16-weeks old offspring, suggesting that the Ctr diet after birth normalized the altered diversity caused by maternal HFD (Figure S3A). Accordingly, while the Shannon diversity index was also different in dams, this difference disappears in the offspring (Figure S3A). Overall, the 16S rRNA analyses revealed that microbiota communities were dominated by *Firmicutes* in all mice and time points (Figure S3B and Table S1) and that the difference in gut microbiota abundance observed in HFD fed dams is normalized under Ctr diet after birth.

We employed *dryR*^38^ to analyze the rhythmic amplicon sequence variants (ASV) identified in the 16S profiles that were among the ones present in at least 50% of samples in Ctr and HFD offspring. This resulted in the characterization of five models defined by the differential rhythmicity between the groups (Figure 3A and Table S1). At both 4 and 16 weeks, most ASVs were found in model 1 (not rhythmic) and model 4 (similar rhythmicity in Ctr and HFD offspring) (Figures 3B and 3C). This observation aligns with previous studies indicating that feeding rhythm, which shows no difference between Ctr and HFD offspring (Figures 2E and 2F), is the primary driver of microbiome rhythmicity, with only a limited influence from other factors.^39^^,^^40^^,^^41^ Among the rhythmic microbiome, we found that *Oscillospirales* exhibited robust rhythmicity in 4- and 16-week offspring across all feeding conditions (Figure 3D). We identified only a few bacterial groups with different rhythmicity between Ctr and HFD offsprings that globally showed a gain in rhythmicity in the HFD offspring (Figure 3B, Table S1). To determine the association between the microbiome composition and metabolism, we performed a correlation analysis between the relative abundance of each bacterial group with the measured metabolic parameters (Figure 3E). Circulating triglyceride levels were the only parameter that showed a broad correlation with ASVs, likely reflecting that feeding rhythm is the main drivers of the microbiome and triglyceride rhythms.^42^

**Figure 3:**
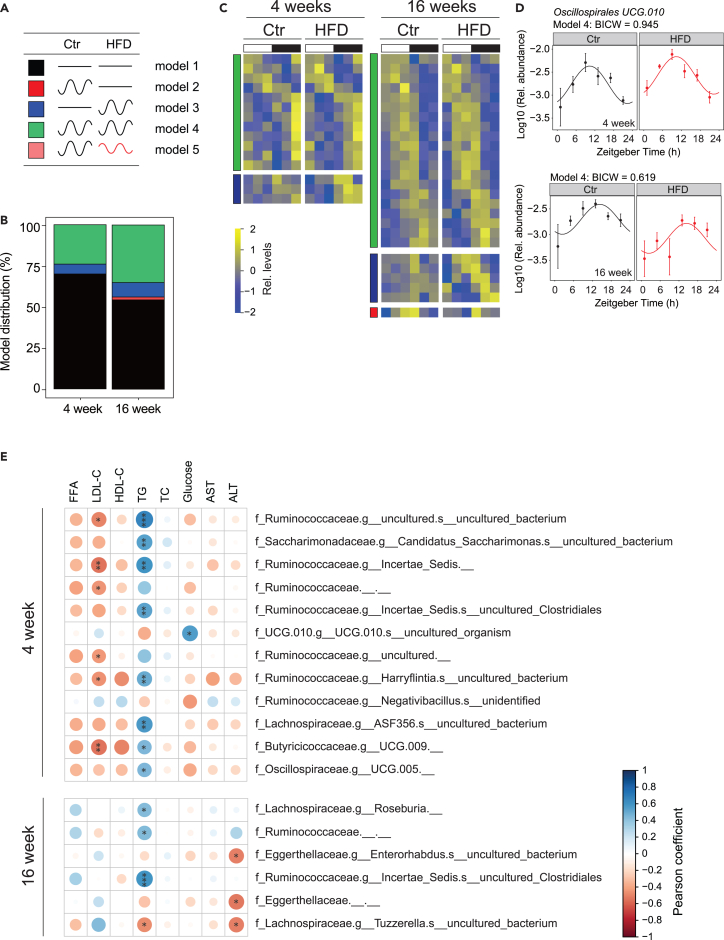
Maternal exposure to HFD alters gut microbiome composition in offspring (A) Model selection for rhythmic ASVs in male offspring from maternal HFD and maternal Ctr groups: black line, non-rhythmic ASVs; black sinus wave: rhythmic ASVs; red sinus wave, rhythmic ASVs with different phase and/or amplitude. (B) Model distribution percentage of ASVs across models 1–5, with different colors indicating the respective model as illustrated in (A). (C) Heatmap showing rhythmic ASVs in 4-week-old (left) and 16-week-old offspring (right). Standardized relative ASV abundance is indicated in blue (low) and yellow (high). The white and black bars denote light conditions. Different color indicates the corresponding model as shown in (A). (D) Exemple of rhythmic ASV in 4-week-old (top) and 16-week-old offspring (bottom). Each dot represents the mean ASV abundance for each zeitgeber time (ZT) with the line illustrating the cosinor regression fit. The ZT defines the timing of entrainment by light (ZT0: lights on; ZT12: lights off). (E) Correlation plots based on Pearson coefficient between serum metabolic profiles and ASV abundance. Only correlations with a Pearson coefficient that had an associated Benjamini-Hochberg adjusted *p*-value of less than 0.05 (determined through Fisher’s Z transform) were deemed statistically significant. The details of the results of the statistical analyses are available in Table S6. Colors represent positive (blue) and negative (red) correlation. Size of the circles indicates the corresponding *p*-value. *N* = 4 mice (from different litters) per group. Ctr: maternal control diet (black); HFD: maternal high-fat diet (red).

Interestingly, a similar rhythmic analysis of the metagenomic data and the predicted metabolic functions of the cecal microbiome showed a slightly different result. While most of the KEGG pathways were still in models 1 and 4, we detected a gain of rhythmicity (model 3) in HFD offspring at both 4 and 16 weeks for some pathways, in agreement with the analysis of 16S rRNA (Figures 4A, S4A, and Table S2). Among the KEGG pathways that showed conserved rhythmicity at both 4 and 16 weeks (model 4) were pathways involved in cell motility or environmental adaptation (Figure S4B), confirming that such general functions are mainly driven by feeding rhythms.^40^ Many of the pathways that gained rhythmicity under a maternal HFD were involved in metabolism, including metabolisms of nicotinamide at 4 weeks and steroid hormones at 16 weeks, potentially influencing in this way the rhythmic host metabolism (Figure 4B). Our observation was different for KEGG modules that showed a gain of rhythmicity at 4 weeks (model 3) but a loss of rhythmicity at 16 weeks (model 2) (Figures 4C, S4C, and Table S2). Among those modules with conserved rhythmicity at 4 and 16 weeks were those involved with hydrogen sulfide (H_2_S) and methane metabolism (Figure S4D). Both these modules can support important hydrogen “sinks” during fermentation: sulfide in particular can be produced and released by some gut bacteria during their metabolism of sulfur-containing dietary proteins and/or other endogenous sulfated compounds (e.g., sulfomucins and/or some secondary bile acids) and has a broad physiological role, including influencing local microbiome.^43^^,^^44^ Interestingly, we also noticed in the HFD offspring at 4 weeks a gain of rhythmicity for nicotinamide adenine dinucleotide (NAD^+^) synthesis which can play a central role in hydrogen (proton) transactions (Figure 4D).

**Figure 4:**
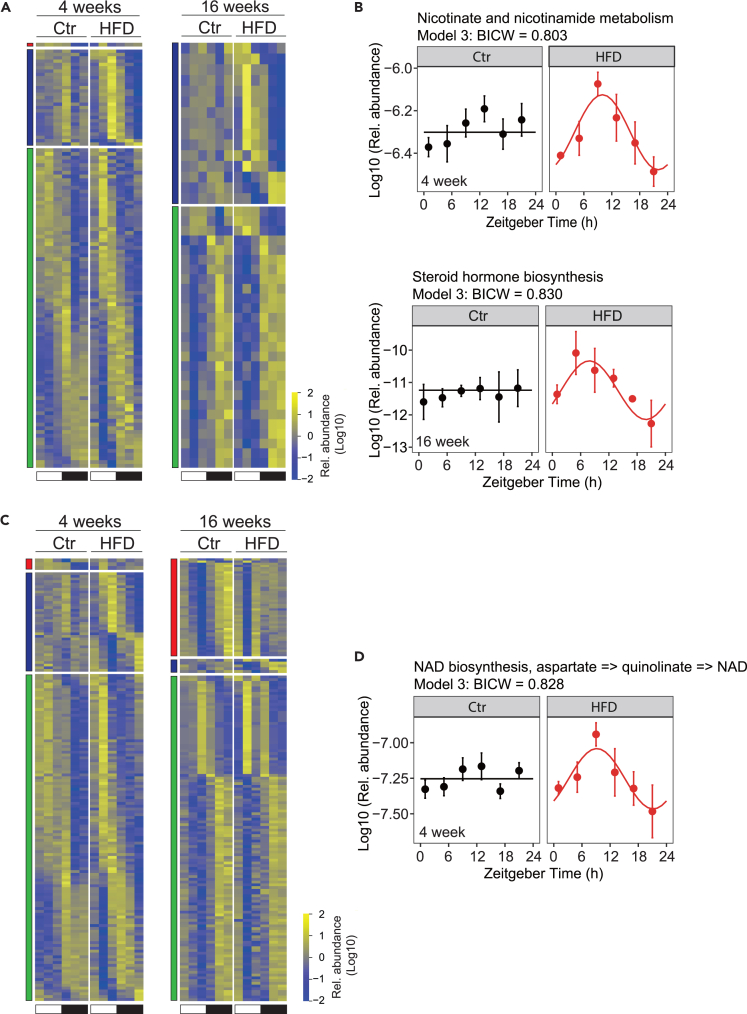
Maternal HFD alters the functional attributes of the offspring’s gut microbiome (A and C) Heatmap for rhythmic KEGG pathway (A) and KEGG module (C) in 4-week-old offspring (left) and 16-week-old offspring (right). Standardized relative pathway/module abundance is indicated in blue (low) and yellow (high). White and black bars indicate light conditions. Different color indicates the corresponding model as shown in Figure 3A. (B) Nicotinate and nicotinamide metabolism pathway in 4-week-old (top) and steroid hormone biosynthesis pathway in 16-week-old offspring (bottom). (D) NAD^+^ biosynthesis module in 4-week-old offspring. The dots mark values of inferred functional activity for each zeitgeber time (ZT) with the line illustrating the cosinor regression fit. The ZT defines the timing of entrainment by light (ZT0: lights on; ZT12: lights off). *N* = 3 mice (from different litters) per group. Ctr: maternal control diet (black); HFD: maternal high-fat diet (red).

### Impact of maternal high fat diet on liver gene expression

To gain more insight into the impact of maternal HFD on rhythmic liver gene expression, we quantified mRNA by RNA sequencing and analyzed differential rhythmic gene expression with *dryR*. 

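Liver mRNA counts of 70 male offspring were used, from 34 mice at 4 weeks and 36 mice at 16 weeks of age. There were 16 Ctr and 18 HFD mice at 4 weeks and 18 mice of each maternal diet at 16 weeks. The mice were sampled at 6 zeitgeber times (ZT1, ZT5, ZT9, ZT13, ZT17 and ZT21), with 3 mice per diet and time point, except for 2 Ctr mice at ZT9 and 2 at ZT13 at 4 weeks. According to the authors, the mice of each group came from different litters and were randomized across the 6 time points. The litter of each mouse is not given, so mice of different time points may share a dam. Every test here treats each mouse as independent. The authors purified mRNA with poly-T beads and aligned reads with Hisat2 to GRCm38/mm10. Uniquely mapped reads were counted per gene with FeatureCounts on the annotation of Ensembl release 94. The values used are these counts without normalization, for 54532 genes in a separate table for each age. The paper's text does not name whether counting used the strand of the reads, so the values of genes that overlap another gene are uncertain.
The counts summed to between 16052067 and 19828715 per mouse for Ctr at 4 weeks (median 17810617.5) and between 15867488 and 19133010 for HFD (median 17923327.5). At 16 weeks they summed to between 14758382 and 20100545 for Ctr (median 16552360) and between 15263275 and 17133063 for HFD (median 15958310.5). The 10 most abundant genes of a library held a median of 22.9% of its counts on Ctr and 22.8% on HFD at 4 weeks, and 19.7% and 19.9% at 16 weeks. Transcripts of the mitochondrial genome took a median of 5.77% of the counts on Ctr and 6.33% on HFD at 4 weeks, and 5.71% and 6.20% at 16 weeks. The counts of Xist stayed at or below 0.241 CPM (counts scaled to the same library total) and those of Ddx3y at or above 25.9 CPM in every mouse, as in male tissue.
Genes with a count above 0 in at least 50% of the mice of each diet were kept, following the paper's criterion of a signal in at least 50% of the samples per condition, which left 16776 genes at 4 weeks and 17409 at 16 weeks. Mean differences between the diets were tested with edgeR (TMM normalization, quasi-likelihood test, ZT as a factor), where the paper used DESeq2. The variation between mice that edgeR estimated, as a common biological coefficient of variation, was 0.248 at 4 weeks and 0.184 at 16 weeks. Rhythmicity was classified by rewriting the procedure of dryR for counts, which fits 5 negative binomial models with a period of 24 h to each gene. The models have no rhythm (model 1), a rhythm in Ctr mice only (model 2), a rhythm in HFD mice only (model 3), a shared rhythm (model 4), or a rhythm in each diet with a different amplitude or acrophase (model 5). A gene was assigned to a model whose weight from the Bayesian information criterion reached 0.6, the lowest weight of assigned genes in Table S3 being 0.601. Only part of that table was used here. Of its 854 genes at 4 weeks that were used, 846 fell into the model that the table gives.
Library composition varied with the GC content of genes. At 4 weeks the main component of the variation between mice of the same ZT held 30.7% of the variance, and its loadings correlated with GC content with a Spearman's rho of 0.825 in size across 11019 genes, which are not independent replicates. At 16 weeks the main component held 16.8% of the variance, and its loadings correlated with gene length (0.527 in size) more than with GC content (0.0718). Per library, rho at 4 weeks was lowest in the Ctr mouse of replicate 3 at ZT17 (-0.633). The next lowest values were in HFD mice, those of replicate 3 at ZT1 (-0.63), ZT13 (-0.61) and ZT21 (-0.60) and of replicate 2 at ZT17 (-0.62). At 16 weeks the 3 HFD mice at ZT9 had values of -0.485, -0.303 and -0.325, and the 3 Ctr mice at ZT9 values of -0.0553, -0.110 and -0.0508.

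**Figure D1:**
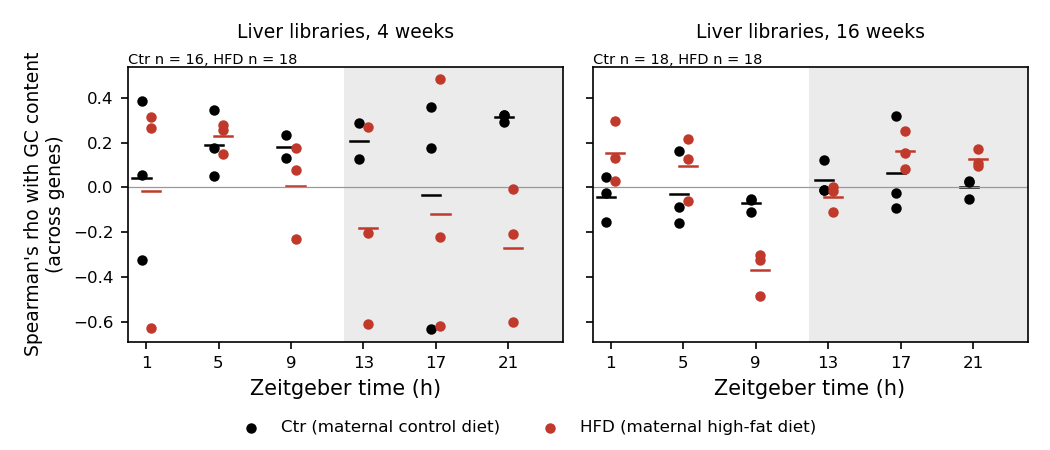
Spearman's rho across genes between each gene's deviation from its mean log2 CPM and its GC content (y axis), for every mouse against ZT in hours (x axis) at 4 weeks and 16 weeks, with Ctr in black and HFD in red. Each point is 1 mouse, bars are means per diet and time point, and the HFD mice at ZT9 at 16 weeks lie between -0.485 and -0.303.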

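The temporal profiles of 18 genes of the circadian clock and its output were classified, among them Per1, Per2, Per3, Cry1, Clock, Arntl, Bhlhe40, Nr1d1 and Dbp. Of these, 17 were assigned to model 4 at 4 weeks and 17 at 16 weeks. The other gene, Bhlhe40, was assigned to model 1 at both ages, with a weight of 0.798 at 4 weeks and 0.626 at 16 weeks. Its mean expression on HFD fell by 0.25 on the log2 scale at 4 weeks (standard error 0.101, lower at 6 of 6 time points, adjusted p = 0.451 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
Arntl (ENSMUSG00000055116, chromosome 7 of GRCm38, 113207465 to 113314126) had a cosine amplitude of 1.71 on the log2 scale in Ctr and 1.96 in HFD mice at 4 weeks, with peaks at 21.8 h and 21.5 h. At 16 weeks its amplitudes were 2.33 and 2.32, with peaks at 21.4 h and 21.5 h. Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333) had amplitudes of 3.14 and 2.97 at 4 weeks and peaks at 6.74 h and 7.20 h. Per2 (ENSMUSG00000055866, chromosome 1, 91415982 to 91459324) peaked at 15.9 h and 15.2 h at 4 weeks and at 14.0 h and 14.3 h at 16 weeks. Across the genes in model 4 the median shift of the peak between the diets was 0.462 h at 4 weeks and 0.296 h at 16 weeks, and the shift of Per1 at 16 weeks, from 11.4 h to 13.4 h, was the longest. Nr1d1, Dbp and Per3 overlap the protein-coding genes Thra, Sphk2 and Camta1, so their counts are uncertain.
The difference in rhythm between the diets was tested for each gene with edgeR's quasi-likelihood F test of the interaction of diet with the cosine and sine terms. None of the 18 genes had an adjusted p below 0.05 at either age over all genes tested, 0 did when adjusted over the list alone, and 0 had an unadjusted p below 0.05. The lowest unadjusted p-values were 0.262 for Per3 at 4 weeks and 0.237 for Clock at 16 weeks. The alternative that changed the assignments most was leaving out replicate 3 at 16 weeks, which left 14 genes in model 4, with Per1, Bhlhe40, Bhlhe41 and Rora assigned to no model. Without the HFD mouse of replicate 1 at ZT9 at 16 weeks, a fit chosen after the results were seen, Bhlhe41 was in model 2.
Across all genes, 4693 were assigned to a rhythmic model at 4 weeks and 5742 at 16 weeks, against 8188 and 7191 in model 1, while 3895 and 4476 reached the threshold in no model. Model 4 held 4160 of the rhythmic genes at 4 weeks (88.6%) and 3916 at 16 weeks (68.2%). With each replicate left out in turn, the share in model 4 lay between 76.6% and 89.2% at 4 weeks and between 56.5% and 84.2% at 16 weeks.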

A focused analysis of the rhythmic expression of the core circadian clock genes shows that the temporal expression profiles of liver circadian clock genes are globally unaffected by maternal obesity (Figures 5A, S5A, and Table S3), in contrast to previous reports.^19^^,^^22^ A more global analysis of rhythmicity shows that most of the rhythmic genes exhibited a similar rhythmicity in Ctr and HFD mice at both 4 and 16 weeks (Figures 5B and 5C). Nevertheless, more differentially expressed genes were found in 16-week-old mice compared to 4-week-old. 

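At the mean level, 2 of 16776 genes differed between the diets at 4 weeks with an adjusted p below 0.05, and 19 of 17409 genes did at 16 weeks (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p below 0.05, there were 1558 genes at 4 weeks and 1993 at 16 weeks. Both genes at 4 weeks were higher on HFD, and all 19 at 16 weeks were lower on HFD. The alternative that moved these counts most was the Wald test of DESeq2, the paper's tool, which gave 48 genes at 4 weeks (36 higher and 12 lower, including both of the 2 genes) and 117 at 16 weeks (49 higher and 68 lower, including all 19).
The counts rest on few mice. Without replicate 1, 2 or 3, 0 genes passed at 4 weeks and 0 at 16 weeks. With each mouse left out in turn, the count at 4 weeks lay between 0 and 14, the highest without the Ctr mouse of replicate 1 at ZT5, and the count at 16 weeks between 2 (without the HFD mouse of replicate 3 at ZT13) and 48 (without the HFD mouse of replicate 1 at ZT9). Without the HFD mouse of replicate 3 at ZT9, 47 genes passed at 16 weeks, 20 higher and 27 lower. Leaving out any 1 of the 6 time points gave 0 genes at 4 weeks. At 16 weeks, 0 genes passed without ZT1, ZT5, ZT17 or ZT21, 6 without ZT13, and 33 without ZT9.
The genes at 4 weeks were Ms4a4c (ENSMUSG00000024675, chromosome 19 of GRCm38, 11404770 to 11427246) and Ifi209 (ENSMUSG00000043263, chromosome 1, 173630917 to 173647928). Ms4a4c was at 0.499 ± 0.234 CPM (SD, n = 16 mice) on Ctr and 1.58 ± 1.01 CPM (SD, n = 18) on HFD, a log2 fold change of 1.61 (standard error 0.285, adjusted p = 0.0322 from edgeR). Ifi209 was at 2.96 ± 0.947 CPM on Ctr and 5.61 ± 1.86 CPM on HFD, a log2 fold change of 0.93 (standard error 0.172, adjusted p = 0.0346 from edgeR). Both were higher on HFD at 6 of 6 time points. Ms4a4c lost its call in 19 and Ifi209 in 23 of the 37 fits that each left out a mouse or a replicate number.
Of the genes that fell at 16 weeks, Gm8995 (a transcribed unprocessed pseudogene on chromosome 7, 106504239 to 106511671) fell by 0.67 on the log2 scale (standard error 0.131, adjusted p = 0.0282 from edgeR). Ttc14, which overlaps Ccdc39, fell by 0.44 (standard error 0.0828, adjusted p = 0.0282), the noncoding Firre by 0.43 (standard error 0.0885, adjusted p = 0.0298) and Zfp612 by 0.42 (standard error 0.0900, adjusted p = 0.0462). Gm8995, Firre and Zfp612 were lower at 6 of 6 time points and Ttc14 at 5. In the 39 fits that each left out a mouse or a replicate number, Zfp612 lost its call in 15, Firre in 7, Gm8995 in 5 and Ttc14 in 4. The difference between the effects of the diet at the 2 ages was also tested, and 25 of 16444 genes had an adjusted p below 0.05 for the interaction of diet and age, with 1748 at an unadjusted p below 0.05. Without replicate 1, 2 or 3, the interaction gave 0, 1 and 0 genes.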

Among all the genes that showed rhythmicity, 15.6 and 11.7% of genes showed a loss (model 2) or gain (model 3) of rhythmicity, respectively, at 16 weeks compared to 4.1 and 6.0% at 4 weeks. 

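At 16 weeks, 890 genes were assigned to model 2 and 732 to model 3, which is 15.5% and 12.7% of the 5742 rhythmic genes. At 4 weeks, 206 genes were in model 2 (4.39% of the 4693 rhythmic genes) and 319 in model 3 (6.80%). The alternative that moved these shares most at 4 weeks was leaving out replicate 3, which gave 8.26% in model 2 and 14.0% in model 3. At 16 weeks, leaving out replicate 2 lowered the shares to 8.52% and 6.64%, and leaving out replicate 3 gave 19.7% and 19.6%. The weight threshold also moved the shares at 4 weeks, to 7.13% and 10.6% at a threshold of 0.4 and to 2.27% and 3.42% at 0.8.
The share of rhythmic genes in models 2, 3 and 5 was compared with splits of the mice that exchanged the diets within each ZT without regard to the replicate number, with models fitted on edgeR dispersions. At 4 weeks the share was 11.5%, and 82 of the 100 splits gave a share as high, the real one included. At 16 weeks the share was 30.2%, which no other split reached (highest 29.4%). The rhythm of the trends with gene length and GC content also differed between the diets at 16 weeks. The splits cannot tell these trends from an effect of the diet. With both trends removed and DESeq2 dispersions, models 2, 3 and 5 held 12.4%, 9.48% and 2.01% of the rhythmic genes. The splits were not repeated with the trends removed. The share at 16 weeks minus that at 4 weeks was 18.7 percentage points, above the highest value of 10.0 from the other splits. Only this direction was counted. In the opposite direction other splits differed by more, such as the split with 52.1% at 4 weeks and 14.1% at 16 weeks.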

0.2 and 3.7% of genes also showed differential rhythmicity (model 5, altered acrophase and/or amplitude) at 4 and 16 weeks, respectively. 

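Model 5 held 8 genes at 4 weeks (0.170% of the rhythmic genes) and 204 genes at 16 weeks (3.55%). The share at 16 weeks fell to 0.680% when replicate 2 was left out, and that at 4 weeks rose to 1.15% without replicate 3 and to 0.320% without replicate 1. Assignment to a model does not test a difference in rhythm, so the interaction of diet with the cosine and sine terms was tested for every gene. With edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment, 0 genes had an adjusted p below 0.05 at 4 weeks and 0 at 16 weeks, with 353 and 2037 genes at an unadjusted p below 0.05. The likelihood ratio test of DESeq2 gave 0 genes at 4 weeks and 62 at 16 weeks. Leaving out replicate 3 at 4 weeks gave 1 gene and 761 at an unadjusted p below 0.05, and leaving out replicate 2 at 16 weeks reduced the number at an unadjusted p below 0.05 to 600. On simulated counts of the same mice with an amplitude of 1 on the log2 scale, the same F test called 506 of 600 changed genes at 4 weeks and 545 of 600 at 16 weeks. Smaller differences in rhythm, such as those of the genes named below, were not simulated, so the absence of calls does not exclude them.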

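Gene families defined by symbol were counted in each model at 4 weeks and compared with all 16776 genes tested by one-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over 24 tests of 6 families in models 2 and 3 at both ages. The annotation of GO was not used here. Of the genes in model 3, which made up 1.90% of the genes tested, 16 were among the 79 cytosolic ribosomal proteins (20.3%, Fisher's exact test, adjusted p = 1.2e-11) and 13 among the 80 respiratory chain subunits encoded in the nucleus (16.2%, adjusted p = 1.6e-08). Mitochondrial ribosomal proteins gave 3 of 77 genes (adjusted p = 0.504), major urinary proteins 2 of 19 (adjusted p = 0.171), and the 13 respiratory chain subunits encoded in mitochondria gave 0. Of the 24 ribosome biogenesis factors, 0 were in model 3 and 20 in model 4. Model 2 held 0 genes of each of the 6 families.
These counts depended on the replicates. Without replicate 1, the cytosolic ribosomal proteins and the nuclear respiratory chain both had an adjusted p of 1 in model 3. Without replicate 2, the adjusted p was 1.2e-04 for the cytosolic ribosomal proteins and 0.0753 for the nuclear respiratory chain, and without replicate 3 it was 2.6e-34 and 7.7e-25, with mitochondrial ribosomal proteins at 0.00529. At a weight threshold of 0.8, the cytosolic ribosomal proteins had an adjusted p of 0.362. The listed terms of Table S4 for model 3 at 4 weeks name 27 ribosomal protein and respiratory chain genes, and all 27 were in model 3 here.
Of the ribosomal proteins in model 3, Rpl7a (ENSMUSG00000062647, chromosome 2 of GRCm38, 26910764 to 26913318) had an amplitude of 0.33 in Ctr and 0.61 in HFD mice on the log2 scale, with peaks at 5.75 h and 16.6 h (F test of the difference in rhythm with edgeR, p = 0.00120, adjusted p = 1.000). Rpl35, which overlaps Arpc5l, had amplitudes of 0.20 and 0.47 (p = 0.0240). In the respiratory chain, Ndufa2, which overlaps Tmco6, had amplitudes of 0.13 and 0.52 (p = 0.0168), and Ndufa12 (ENSMUSG00000020022, chromosome 10, 94198720 to 94221443) had amplitudes of 0.22 and 0.86 (p = 0.0228). The annotation also lists 293 ribosomal protein pseudogenes, whose reads cannot all be separated from those of the ribosomal protein genes.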

Interestingly, at 4 weeks, we found enrichment for biological processes only among the genes that gain rhythmicity (Figure 5D, Table S4). Most of these enriched genes are involved in ribosome biogenesis and mitochondrial function (Figure S5B), processes regulated by the circadian clock and feeding rhythms.^45^^,^^46^^,^^47^ Surprisingly, the exact same pathways were enriched among the genes that lost rhythmicity at 16 weeks (Figures 5E, S5C, and Table S4). 

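At 16 weeks, model 2 held 5.11% of the 17409 genes tested. It held 29 of the 79 cytosolic ribosomal proteins (36.7%, one-sided Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 7.9e-17), 23 of the 77 mitochondrial ribosomal proteins (29.9%, adjusted p = 1.6e-11), 34 of the 81 nuclear respiratory chain genes (42.0%, adjusted p = 1.2e-21) and 7 of the 13 mitochondrially encoded ones (53.8%, adjusted p = 4.7e-06). Major urinary proteins gave 2 of 19 genes (adjusted p = 0.608). None of the 24 ribosome biogenesis factors was in model 2, while 19 were in model 4. Model 5, a rhythm in each diet, held 12 of the 81 nuclear respiratory chain genes (14.8%, against 1.17% of the genes tested). The one-sided Fisher's exact test gave p = 1.7e-10 for this count, not adjusted. Model 5 also held 5 of the 79 cytosolic ribosomal proteins, 4 of the 77 mitochondrial ones and 1 of the 13 mitochondrially encoded genes. In model 3 at this age, the families held between 0 and 2 genes each, with adjusted p-values of 0.504 or more, while that of the major urinary proteins lay from 0.00225 to 0.602 across the 4 fits that left out mice.
Replicates 1 and 2 carried much of this result. Without replicate 1, the adjusted p in model 2 was 1 for the cytosolic ribosomal proteins, 1.0e-07 for the nuclear respiratory chain and 2.9e-04 for the mitochondrial ribosomal proteins. Without replicate 2, it was 0.585, 0.117 and 0.0450, and without replicate 3 it was 2.3e-45, 1.4e-33 and 7.1e-16. The mitochondrially encoded genes ranged between 2.9e-07 and 0.0657 over these fits.
As 1 value per mouse, the mean log2 CPM of the nuclear respiratory chain had an amplitude of 0.22 in Ctr and 0.11 in HFD mice at 16 weeks, with peaks at 16.9 h and 21.9 h. Permuting the diets within each ZT gave p = 0.0160 for the difference in rhythm (adjusted p = 0.0768 over 24 lists, Benjamini-Hochberg adjustment). The cytosolic ribosomal proteins had amplitudes of 0.20 and 0.10 (permutation p = 0.0389, adjusted p = 0.156), the mitochondrial ribosomal proteins 0.17 and 0.04 (permutation p = 0.00660, adjusted p = 0.0528) and the mitochondrially encoded genes 0.37 and 0.23 (permutation p = 5.0e-04, adjusted p = 0.0120). At 4 weeks the cytosolic ribosomal proteins had amplitudes of 0.06 in Ctr and 0.28 in HFD mice (permutation p = 0.146) and the nuclear respiratory chain 0.11 and 0.27 (permutation p = 0.194).
The members with the lowest p for a difference in rhythm at 16 weeks were Rps25 (p = 5.3e-04) and Rpsa (p = 0.00191) among the cytosolic ribosomal proteins, Mrps21 (p = 5.9e-04) and Mrpl52 (p = 7.0e-04, assigned to model 5), Ndufb7 (p = 3.4e-04, assigned to no model) and Ndufa11 (p = 4.0e-04), and mt-Nd4 (p = 1.8e-04) and mt-Cytb (p = 4.1e-04), from edgeR's F test. Their adjusted p-values over all genes were 0.216, or 0.230 for Rpsa. Rps25, Ndufa11 and mt-Nd4 overlap other protein-coding genes. From the regulation of ribosome biogenesis and mitochondrial activity by the NAD+-dependent SIRT7 and SIRT3, the paper proposes that these pathways may fit with the rhythmic NAD+ metabolism in its metagenomic data at 4 weeks.

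**Figure D2:**
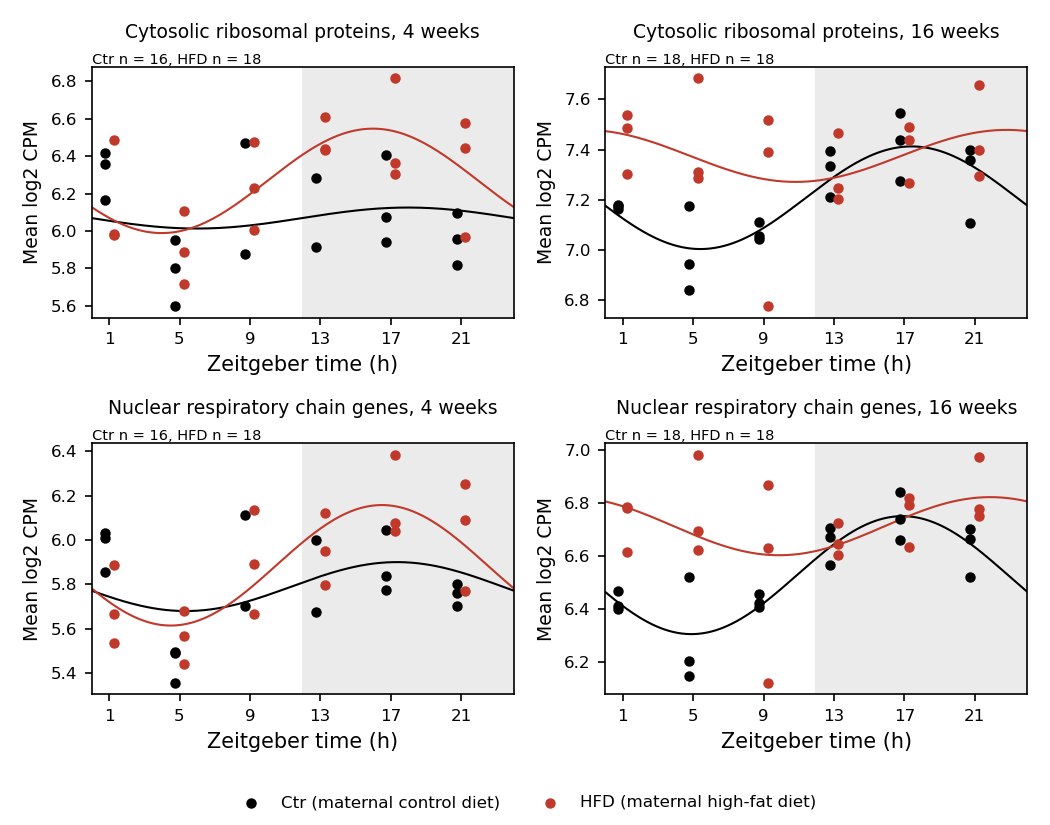
Mean log2 CPM (y axis) of the cytosolic ribosomal protein genes and the nuclear respiratory chain genes for every mouse against ZT in hours (x axis), at 4 weeks and 16 weeks. Points are mice (Ctr in black, HFD in red) and lines are 24 h cosine fits, whose amplitude at 16 weeks is 0.22 in Ctr and 0.11 in HFD mice for the nuclear respiratory chain.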

Interestingly, both ribosome biogenesis^48^^,^^49^ and mitochondrial activity^50^^,^^51^^,^^52^ are regulated by NAD^+^-dependent SIRT7 and SIRT3. This observation may align with the rhythmic NAD^+^ metabolism observed through metagenomics at 4 weeks, highlighting the significant role of the microbiome in regulating host NAD^+^ levels.^53^^,^^54^

**Figure 5:**
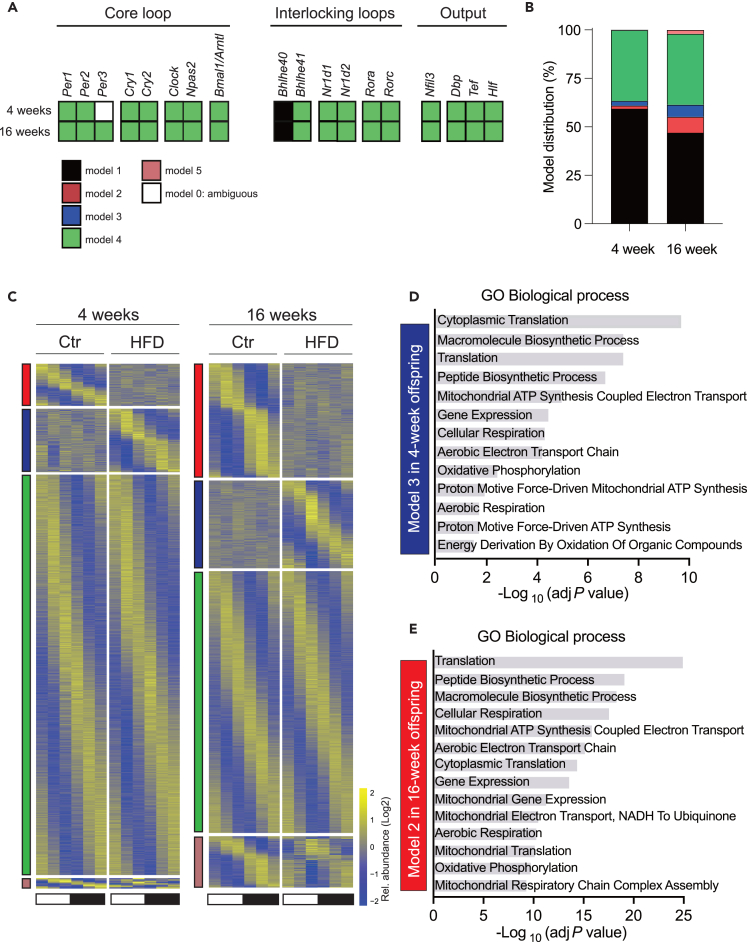
Impact of maternal HFD on rhythmic liver gene expression (A) Hepatic circadian clock genes show an unaltered temporal expression profile under maternal HFD, with most genes assigned to model 4. (B) Model distribution percentage of genes in model 1–5. Different color indicates the corresponding model as shown in (A). (C) Heatmap for rhythmic genes in 4-week-old offspring (left) and 16-week-old offspring (right). Standardized relative gene expression is indicated in blue (low) and yellow (high). White and black bars indicate light conditions. Different color indicates the corresponding model as shown in (A). (D and E) Enrichment of GO biological process for genes in model 3 in 4-week-old offspring (D) and in model 2 in 16-week-old offspring (E). N = 2–3 mice (from different litters) per group. Ctr: maternal control diet (black); HFD: maternal high-fat diet (red).

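Lists of genes written from general knowledge and families defined by symbol were tested as sets with camera (preset correlation 0.01) on the edgeR fit, 12 lists at each age with Benjamini-Hochberg adjustment over the 24 tests. The list of 43 type I interferon-stimulated genes was higher on HFD in 43 of 43 genes at 4 weeks, with a median log2 fold change of 0.34 (adjusted p = 1.4e-26 from camera). Some of its members, such as Oas2, Oas3, Ifit2, Sp100 and Rtp4, are also in the interferon terms that the study derived from these libraries (Table S4), so the list is not fully independent evidence. None of its genes had an adjusted p below 0.05 over all genes tested, and 24 did when adjusted over the list alone. Ms4a4c and Ifi209, the 2 genes that passed over all genes at 4 weeks, are not on the list, so this count leaves them out. Whether these 2 genes respond to interferon was not tested here. At 16 weeks 22 of the 43 genes were higher, with a median of 0.01 (adjusted p = 0.779 from camera). The 81 nuclear respiratory chain genes were higher on HFD in 80 cases at 16 weeks, with a median of 0.19 (adjusted p = 1.2e-43 from camera), and 0 passed over all genes and 63 when adjusted over the list alone. At 4 weeks 47 of 80 of these genes were higher, with a median of 0.06 (adjusted p = 0.0272 from camera), a call lost in 14 of the 37 fits that each left out a mouse or a replicate number.
Other families encoding mitochondrial proteins also rose at 16 weeks. The median was 0.10 for the mitochondrial ribosomal proteins (74 of 77 genes higher, adjusted p = 4.8e-18 from camera, 5 genes adjusted over the list alone) and 0.21 for the mitochondrially encoded respiratory chain (11 of 13, adjusted p = 1.8e-07, 7 adjusted over the list alone). The cytosolic ribosomal proteins rose by a median of 0.15 (77 of 79, adjusted p = 5.2e-32, 54 adjusted over the list alone). The preset correlation moved these results most. With fry, which estimates the correlation between genes from the mice, the nuclear respiratory chain at 16 weeks kept an adjusted p below 0.05 (0.0400) and the other calls of the 24 did not, with 0.0510 for the interferon list at 4 weeks and 0.0694 for the cytosolic ribosomal proteins at 16 weeks. With camera and an estimated correlation, 0 of the calls held, the lowest adjusted p being 0.134.
As 1 value per mouse, the mean log2 CPM of the interferon list was 0.37 higher on HFD at 4 weeks (higher at 6 of 6 time points, SD between mice 0.34). Permuting the diets within each ZT 100000 times gave a two-sided p of 0.00472 (adjusted p = 0.0566 over the 24 lists, Benjamini-Hochberg adjustment). The nuclear respiratory chain was 0.18 higher at 16 weeks (6 of 6 time points, SD 0.17, permutation p = 0.00203, adjusted p = 0.0487). The difference of the interferon list between the ages was -0.39 (permutation p = 0.00390, adjusted p = 0.0468 over 12 lists), and for the nuclear respiratory chain it was 0.10 (permutation p = 0.302).
Oas3 (ENSMUSG00000032661, chromosome 5 of GRCm38, 120753098 to 120777661) was at 3.80 ± 1.03 CPM (SD, n = 16 mice) on Ctr and 8.94 ± 4.80 CPM (SD, n = 18) on HFD at 4 weeks, a log2 fold change of 1.24 (standard error 0.255, adjusted p = 0.137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in 4 of the 37 fits that left out a mouse or a replicate number. Ifit2 rose by 0.76 (adjusted p = 0.188 from edgeR), Oas2 by 0.72 (adjusted p = 0.233), Polr2k by 0.66 (adjusted p = 0.188), Rtp4 by 0.52 and Sp100 by 0.44, each at 6 of 6 time points except Rtp4 (5 of 6), which overlaps the more highly counted Masp1. At 16 weeks Ndufa12 was at 19.5 ± 6.58 CPM on Ctr and 32.0 ± 13.3 CPM on HFD, a log2 fold change of 0.73 (standard error 0.183, adjusted p = 0.110 from edgeR). Cox7b rose by 0.30, Ndufs4 by 0.28, Ndufa11 by 0.26, Ndufb11 by 0.23, Ndufv2 by 0.22, Ndufb5 by 0.21 and Cyc1 by 0.15, with adjusted p-values between 0.110 and 0.150 from edgeR. Ndufa11, Ndufb5 and Ndufb11 overlap the protein-coding genes Vmac, Mrpl47 and Rbm10. Cox7b, Ndufb5, Ndufb11, Ndufs4 and Ndufv2 each passed the threshold in 1 of the 39 fits that left out a mouse or a replicate number.

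**Figure D3:**
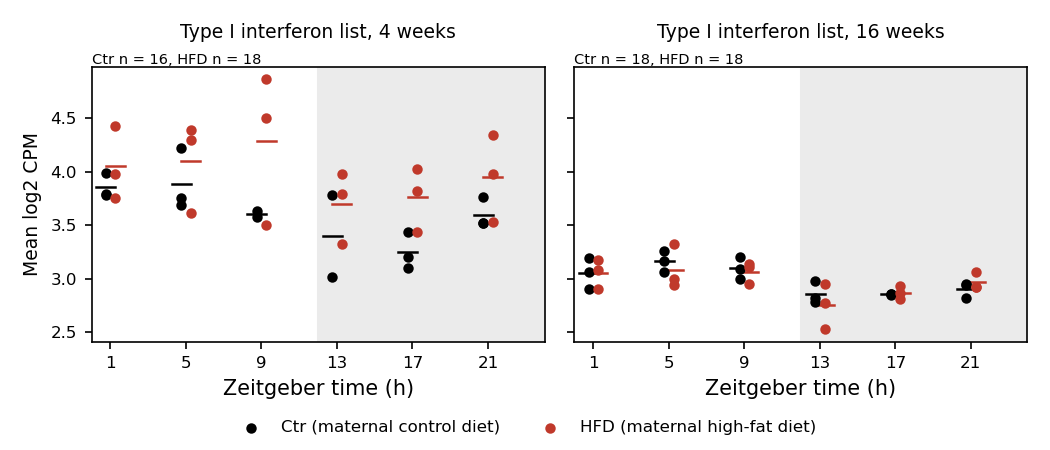
Mean log2 CPM (y axis) of the 43 genes of the type I interferon list for every mouse against ZT in hours (x axis) at 4 weeks and 16 weeks, with Ctr in black and HFD in red. Points are mice and bars are means per diet and time point, which are higher on HFD at 6 of 6 time points at 4 weeks and at 2 of 6 at 16 weeks.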

Focusing on differential gene expression at the mean level, upregulated genes at 4 weeks showed a strong enrichment for the type I interferon (IFN) pathway and genes upregulated at 16 weeks exhibited a strong enrichment in mitochondria-associated processes (Figures 6A, 6B, S6A–S6C, Tables S3, and S4). This correlates with a transcriptional signature associated with the IFN-activated IRF9 and STAT1/2 transcription factors at 4 weeks (Figure S6D, Table S5). 

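At 4 weeks Irf9 (ENSMUSG00000002325, chromosome 14 of GRCm38, 55603571 to 55610030) was at 33.5 ± 9.56 CPM (SD, n = 16 mice) on Ctr and 40.3 ± 8.62 CPM (SD, n = 18) on HFD. Its log2 fold change was 0.31 (standard error 0.0976, higher at 6 of 6 time points, adjusted p = 0.338 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, unadjusted p = 0.00335). The gene overlaps Rnf31, so its count is uncertain. Stat2 (ENSMUSG00000040033, chromosome 10, 128270559 to 128292849) was at 64.6 ± 15.1 CPM on Ctr and 63.4 ± 15.9 CPM on HFD, a log2 fold change of 0.01 (standard error 0.0987, higher at 3 of 6 time points, adjusted p = 0.983 from edgeR). The sign of this last change depended on single mice, with values between -0.06 and 0.07 over the 37 fits that each left out a mouse or a replicate number, and it was -0.04 without ZT1 and -0.05 without ZT9. The target genes that the paper took from ChIP-Atlas were not used here, so the signature of these factors rests here on the interferon-stimulated genes alone.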

Previous studies reported that the activation of IFN signaling decreases mitochondrial activity and gene expression and induces mitochondrial stress,^55^^,^^56^ a process that protects against HFD induced obesity^57^^,^^58^^,^^59^ and alters mitochondrial gene expression.^60^^,^^61^ This could therefore constitute an adaptation process to protect against HFD induced obesity.

**Figure 6:**
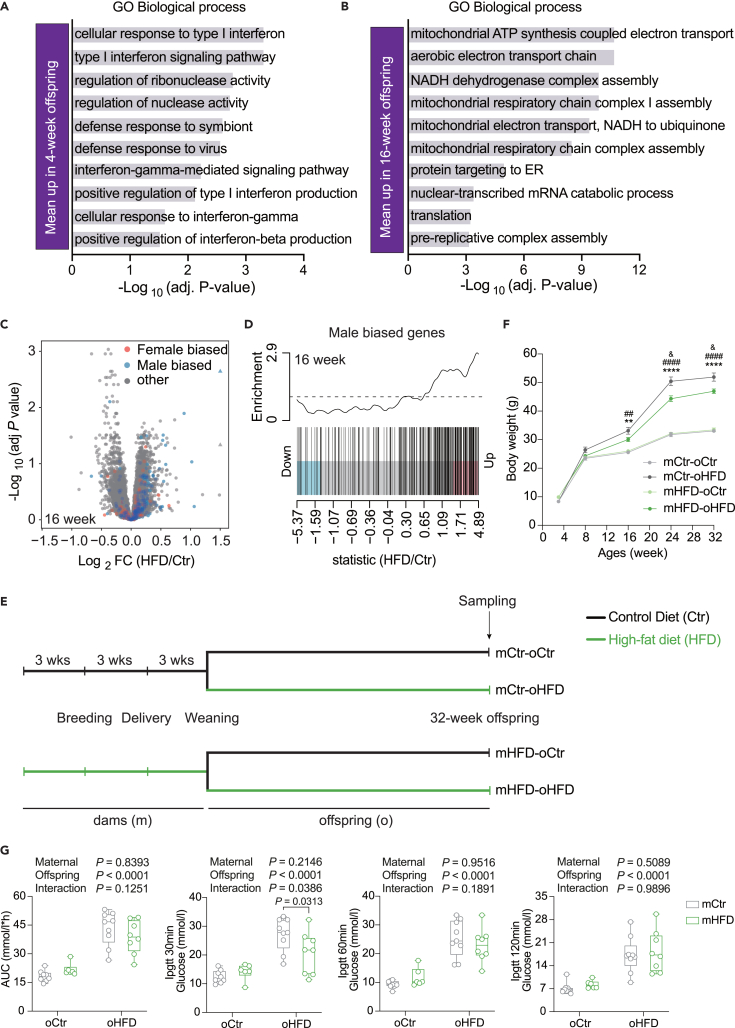
Differential gene expression in offspring exposed to maternal HFD (A and B) GO enrichment analysis of hepatic genes showing a mean increase in expression in 4-week-old (A) and 16-week-old offspring upon maternal HFD (B). (C) Volcano plots illustrating sex-biased differentially expressed genes in the livers of 16-week-old offspring upon maternal HFD. (D) Barcode plots for male-biased genes in the liver of 16-week-old offspring with genes ordered from most down to most upregulated. (E) Experimental design of Zheng et al.^33^ (F) Changes in offspring bodyweight from 4 to 32 weeks of age. (G) Area under the curve for the glucose tolerance test and blood glucose levels at 30-, 60-, and 120-min post-glucose load (2 g/kg) in 32-week-old offspring. N = 2–3 mice (from different litters) per group. All boxplots are Tukey boxplots and line chart data are presented as mean ± S.E.M. Data are analyzed via two-way ANOVA followed by Holm-Šídák post hoc tests. The details of the results of the statistical analyses are available in Table S6. ∗∗*p* < 0.05 and ∗∗∗∗*p* < 0.0001, mHF-oHF vs. mHF-oCtr; ^##^*p* < 0.01 and ^####^*p* < 0.0001, mCtr-oHF vs. mCtr-oCtr; & *p* < 0.05, mCtr-oHF vs. mHF-oHF. mCtr, maternal control diet; mHFD, maternal high-fat diet; oCtr, offspring control diet; oHFD, offspring high-fat diet.

At 16 weeks, we noticed a transcriptional signature corresponding to the activation of the SUZ12 transcription factor. SUZ12 is one of the three components of the polycomb repressive complex-2 (PRC2)^62^ that plays a role in the liver sex-biased gene expression.^63^ Sex-biased liver gene expression develops after puberty and is regulated by the interaction between growth hormone (GH) and sex hormones.^64^^,^^65^^,^^66^ Therefore, we investigated the sex-biased gene expression and identified a striking increase in male-biased gene at 16 weeks (Figures 6C and 6D). 

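Sex-biased genes were tested with lists written from general knowledge, since the lists that the paper took from an earlier study were not used here. At 16 weeks, 20 of 26 male-biased genes were higher on HFD, with a median log2 fold change of 0.13 (adjusted p = 9.3e-04 from camera with a preset correlation and Benjamini-Hochberg adjustment over 24 tests). The adjusted p was 1.8e-04 with geneSetTest on DESeq2 statistics, which is the paper's test, 0.199 with fry and 0.402 with camera and an estimated correlation. Without replicate 3 the adjusted p was 0.189, without ZT5 0.0728 and without ZT9 0.0735. Of the 26 genes, 0 had an adjusted p below 0.05 over all genes tested and 0 when adjusted over the list alone. As 1 value per mouse, the mean log2 CPM of the list was 0.13 higher on HFD (higher at 3 of 6 time points, SD between mice 0.22). Permuting the diets within each ZT gave p = 0.0782 for this difference (two-sided, adjusted p = 0.235 over the 24 lists, Benjamini-Hochberg adjustment). The amplitude of the list was 0.31 in Ctr and 0.06 in HFD mice (permutation p = 0.0160 for a difference in rhythm, adjusted p = 0.0768).
The 23 female-biased genes tested had a median log2 fold change of -0.10 at 16 weeks, with 10 genes higher on HFD (adjusted p = 0.937 from camera). At 4 weeks, 19 of 25 male-biased genes were higher, with a median of 0.15 (adjusted p = 0.00267 from camera), and the female-biased list had a median of -0.24 (10 of 27 genes higher, adjusted p = 0.0320). These calls were lost in 2 and 9 of the 37 fits that each left out a mouse or a replicate number. The difference between the ages in the male-biased list was tested and gave a permutation p of 0.613.
The male-biased genes with the lowest p at 16 weeks were Selenbp2, Mup3 and Hsd3b5. Selenbp2 (ENSMUSG00000068877, chromosome 3 of GRCm38, 94693556 to 94704413) was at 865 ± 523 CPM (SD, n = 18 mice) on Ctr and 1052 ± 418 CPM (SD, n = 18) on HFD, a log2 fold change of 0.42 (standard error 0.164, higher at 6 of 6 time points, adjusted p = 0.302 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mup3 rose by 0.23 (4 of 6 time points, adjusted p = 0.351) and Hsd3b5 by 0.24 (5 of 6 time points, adjusted p = 0.373). Mup3 belongs to a family of near-identical paralogs and Hsd3b5 overlaps Zfp697, so both counts are uncertain. Of the female-biased genes, Hamp2 changed by 0.63 (adjusted p = 0.632), Cyp17a1 by 0.34 (adjusted p = 0.560) and Tox by -0.18 (adjusted p = 0.663). The change of Cyp17a1 lay between -0.08 and 0.59 over the 39 fits that each left out a mouse or a replicate number. Over the same fits, that of Hamp2 lay between 0.16 and 1.64 and that of Tox between -0.26 and -0.04.

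**Figure D4:**
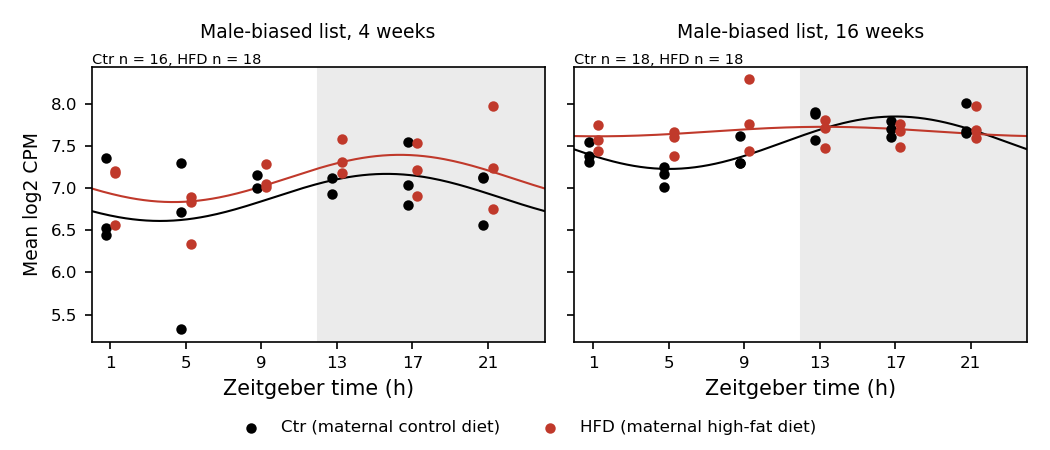
Mean log2 CPM (y axis) of the male-biased genes tested for every mouse against ZT in hours (x axis) at 4 weeks and 16 weeks, with Ctr in black and HFD in red. Points are mice and lines are 24 h cosine fits, whose amplitude at 16 weeks is 0.31 in Ctr and 0.06 in HFD mice.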

Interestingly, a similar analysis of differential gene expression from a related study using female mice^67^ revealed a similar increase in GH-male induced genes associated with a similar increase of IFN-regulated genes (Figure S6F and Table S5). Therefore, it is plausible that maternal obesity impacts these pathways, influencing in this way the sexual development and fertility of the offspring.^68^^,^^69^ Interestingly, similar sexual development phenotypes are observed in the offspring of female with polycystic ovary syndrome (PCOS),^70^^,^^71^^,^^72^ a condition defined by a combination of androgen excess and ovarian dysfunction from complex etiology.^73^ We therefore analyzed the liver gene expression of a mouse model of PCOS^74^ and found a similar masculinization phenotype of liver gene expression, with an increase of GH male-induced genes and a decrease of GH male repressed genes (Figure S6G). This suggests that these two phenomena, despite having different etiology, may represent the manifestation of a similar physiological condition.

Sex difference influences mitochondrial activity, that is higher in female,^75^^,^^76^ as well as inflammation, with prepubertal male displaying an increase inflammatory response.^77^ It is therefore conceivable that this “masculinization” plays a role in the observed increase in inflammation and disrupted mitochondrial activity, contributing to the observed glucose intolerance. Nevertheless, because these processes have also been shown to protect against HFD-induced obesity,^57^^,^^58^^,^^59^ we hypothesized that it can somehow protect against metabolic syndrome. To test this assumption, we reanalyzed our previously published study with the goal of elucidating the effects of maternal obesity on the metabolism of the offspring^33^ (Figure 6E). While still obese and showing impaired metabolism when exposed to HFD throughout lactation and weaning, male offspring from obese dams unexpectedly exhibited a lower body weight gain (Figures 6F and S6H), improved glucose tolerance (Figure 6G), and insulin sensitivity^33^ compared to animals from Ctr dams. These results suggest that maternal HFD can confer short-term moderate transgenerational protection against metabolic syndrome through endocrine adaptation.

## Discussion

The present study corroborates that maternal HFD before and during pregnancy alters physiology in male offspring, reinforcing the DOHaD concept. This includes a lower body weight at birth, associated with later metabolic defect.^78^ However, while this phenomenon is often observed in mice,^8^^,^^30^ it is less common in humans where maternal obesity is rather associated with increased body weight at birth.^79^ In contrast to previous publications,^19^^,^^20^^,^^21^^,^^22^ maternal obesity was not associated with a significant alteration of the diurnal circadian clock genes expression and behavior. Nevertheless, our findings are consistent with previous reports showing that changes in diurnal behavior and gene expression are absent when offspring from obese rat dams were nursed by non-obese foster dams during lactation and later switched to standard chow diet post-weaning.^19^ Alterations in the expression patterns of circadian clock genes observed in these studies were consistently associated with obesity in the offspring, while a functional circadian clock correlated with normal body weight.^19^^,^^80^ Therefore, the disruption of the circadian clock in these cases is likely a direct consequence of the observed obesity in the offspring rather than a result of maternal obesity. Indeed, obesity induced by an HFD is associated with disruptions of circadian rhythms and circadian clock genes expression.^18^^,^^36^ However, these alterations are absent in mice protected from HFD induced obesity.^17^^,^^81^ This underscores the notion that maternal HFD during lactation and after weaning is an independent risk factor for offspring health outcomes.^82^ Hence, extending maternal dietary intervention to the lactation period likely obscures the effects caused by *in utero* exposure to maternal HFD. In this study, we restricted maternal HFD to the prenatal period to avoid potential confounding effects of lactational exposure, which is generally associated with greater body weight gain in the offspring.^82^ Our findings suggest that while maternal obesity does not directly impact offspring diurnal feeding behavior, it can predispose offspring to alteration induced by HFD through changes in synaptic connections in the hypothalamus.^83^^,^^84^

Analysis of the 24h-rhythmicity of the microbiome confirms the predominant influence of feeding rhythms on microbiota composition and abundance.^39^^,^^40^^,^^41^ Although dysbiosis is associated with obesity, increasing evidence suggests that these changes are primarily driven by caloric load and food composition.^85^^,^^86^ In our study, all animals were fed an identical standard chow diet and exhibited similar feeding rhythms (Figure 2E and 2F). Under these conditions, we observed that the dysbiosis in 4-weeks old offspring from HFD dams gradually resolves, and by 16 weeks, the microbiome composition is similar across all animals. Similarly, another study found little difference in microbiota diversity in adult offspring^87^ and an analysis of various factors influencing microbiota composition highlighted a significant impact of sex which correlates with the obese phenotype observed only in males.^88^^,^^89^ Interestingly, a study using a cross-fostering paradigm demonstrated that the maternal feeding regimen is the main driver of the offspring’s microbiota composition and diversity,^90^ reinforcing the notion that microbiome diversity is largely dictated by feeding. Nevertheless, we found a gain in rhythmicity for a few bacterial groups and associated functions, such as NAD^+^ metabolism, in HFD offspring. This correlates with altered rhythmicity of NAD^+^-regulated ribosome biogenesis and mitochondrial function in the liver of the offspring. Further research will be required to establish a causal relationship between these two phenomena.

One important observation of the present study includes the activation of the type I interferon pathway in 4-week-old HF offspring and mitochondrial pathway activation at 16 weeks of age. The role of the IFN pathway in obesity is complex. While the inactivation of the type I IFN pathway exacerbates metabolic dysfunction associated with obesity,^91^^,^^92^ the activation of the type II IFN pathway protect against HFD induced obesity by altering mitochondrial activity.^93^^,^^94^ Interestingly, recent studies suggest that the simultaneous activation of both IFN pathway and mitochondrial stress can confer protection against HFD-induced obesity.^57^^,^^58^^,^^59^ This might contribute to the partial resistance observed in male offspring from HFD-fed mothers to HFD induced weight gain and glucose intolerance, potentially due to a predictive adaptive response (PAR).^95^ The PAR hypothesis describes a type of developmental plasticity where early life signals shape the development of a phenotype that helps the offspring to adapt better in their future environment. In light of the PAR hypothesis, male offspring in the present study would benefit from maternal HFD due to a match between the *in utero* environment (maternal HFD) and the likely future environment of postnatal HFD exposure. However, published data demonstrate that mitochondrial dysfunction is a risk factor for liver disease and metabolic dysfunction-associated steatohepatitis^96^ and increases the transgenerational susceptibility to metabolic dysfunction-associated steatohepatitis.^97^ It is therefore likely that the short-term benefits of maternal HFD have long-term detrimental effects. In addition, this transgenerational mitochondrial dysfunction might be a contributing factor to the recently described global decrease in basal energy expenditure over the past thirty years, as documented in the study of a human cohort from the United States and Europe.^98^

Another striking observation of the present study is the “masculinization” of liver gene expression of 16 weeks offspring that displays some similarities with a PCOS mouse model. Similar to what is detected in animal models of maternal obesity^8^^,^^30^ or *in utero* exposure to testosterone,^99^^,^^100^ offspring from PCOS women show a lower gestational body weight^101^ that correlates with maternal testosterone levels.^102^ Offspring from PCOS females also show similar metabolic dysfunction^70^^,^^72^ and perturbed sexual development and fertility,^71^^,^^72^ raising the question about what could explain these similarities between maternal obesity and PCOS. Among the different animal models of PCOS,^103^ prenatal exposure to testosterone in primates,^104^ sheep,^105^ mice,^106^ and rats^107^ induces phenotypes similar to PCOS, associated with an increased circulating testosterone level in the offspring. Interestingly, although testosterone levels rise during pregnancy in humans,^108^ this surge in testosterone is more pronounced during the last trimester of pregnancy in obese women^109^ and obese rats.^110^ Therefore, it appears that high testosterone during the prenatal period of the pregnancy of obese female could play a role in the DOHaD associated with maternal obesity during pregnancy. Additionally, testosterone impacts glucose metabolism^107^ and locomotor activity,^111^^,^^112^ which could explain the observed increases in glucose intolerance (Figure 1D), glucose levels (Figure S2A), and locomotor activity at 4 weeks (Figure 2A). In addition, testosterone exposure *in utero* could play a role in the reported alteration of DNA methylation observed in the offspring of obese mothers,^113^ testosterone inducing DNA demethylation after puberty.^114^ Altogether, these results demonstrate similarities between PCOS and the intergenerational effect of maternal obesity, suggesting that both conditions are part of the same spectrum of endocrine perturbations.

### Limitations of the study

Given the differences between the analysis of 4 and 16-week offspring data, particularly in gene expression, including intermediate time points and additional data on protein-level changes could have provided deeper insights into the underlying phenomena and the dynamics of the transition. Furthermore, while an increasing body of literature points to an impact of paternal obesity on the metabolic trajectory of the offspring,^115^^,^^116^^,^^117^^,^^118^ this aspect was not explored in our study. Although other metabolic tissues, such as adipose tissue and muscle, are significant in metabolic physiology, our study focused solely on rhythmic liver physiology and microbiota. While 16S rRNA gene amplicon sequencing is a common method for characterizing microbiome composition, the resolution is typically at the genus level, and thereby precludes a precise assessment of the functional attributes of the communities, hence the value and utility of the metagenomic data generation and analyses included here.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Critical commercial assays**		

E.Z.N.A.® Total RNA Kit II	Omega Bio-Tek	R6934
Qiagen Gel Extraction Kit	Qiagen	28706
Illumina DNA Prep Kit	Illumina	20060059
RNA Nano 6000 Assay Kit	Agilent	5067–1511
NEBNext® UltraTM RNA Library Prep Kit	Illumina	E7770
Triglycerides content kit	Michybio	M1009A
Total cholesterol content kit	Michybio	M1010A

**Deposited data**		

Raw data of 16S rRNA sequencing and metagenomics	This paper	SRA: PRJNA881293
Raw and processed data of RNA-seq	This paper	GEO: GSE240147
GH induced genes in male GF mice	Weger et al.^66^	GEO: GSE77221
Liver gene expression in female offspring from obese mother	Savva et al.^67^	SRA: PRJNA723771
Liver gene expression in female mice treated with dihydrotestosterone, a PCOS model	Roy et al.^74^	GEO: GSE197765
Transcription factors ChIP-Atlas data	Oki et al.^119^	https://chip-atlas.org/
ChIP-seq IRF9 in male mouse macrophages	Platanitis et al.^120^	SRA: SRX4178758
ChIP-seq STAT2 in male mouse macrophages	Platanitis et al.^120^	SRA: SRX4178757
ChIP-seq SUZ12 in male mouse ES cells	Hu et al.^121^	SRA: SRX111886

**Experimental models: Organisms/strains**		

Mouse: C57BL/6J	Huafukang Biological Technology	SCXK-2020-0026

**Oligonucleotides**		

Forward_16S_rRNA: 5′-CCTAYGGGRBGCASCAG-3′	Xing et al.^122^	N/A
Reverse_16S_rRNA: 5′-GGACTACNNGGGTATCTAAT-3′	Xing et al.^122^	N/A

**Software and algorithms**		

R	R Foundation^123^	https://www.r-project.org
DESeq2	Love et al.^124^	https://doi.org/10.18129/B9.bioc.DESeq2
Enrichr	Kuleshov et al.^125^	http://amp.pharm.mssm.edu/Enrichr/
*dryR*	Weger et al.^38^	https://github.com/naef-lab/dryR
QIIME 2	Bolyen et al.^126^	https://qiime2.org/
Silva	Quast et al.^127^	http://www.arb-silva.de/
Microeco	Liu et al.^128^	https://github.com/ChiLiubio/microeco
Readfq	Chen et al.^129^	https://github.com/cjfields/readfq
MetaGeneMark	Zhu et al.^130^	http://topaz.gatech.edu/GeneMark/
MEGAHIT	Karlsson et al.^131^	N/A
CD-HIT	Li et al.^132^	http://www.bioinformatics.org/cd-hit/
Bowtie2	Langmead et al.^133^	https://sourceforge.net/projects/bowtie-bio/files/bowtie2/2.4.4/
DIAMOND	Buchfink et al.^134^	https://github.com/bbuchfink/diamond/
Hisat2	Kim et al.^135^	https://daehwankimlab.github.io/hisat2/

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Frédéric Gachon ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

The RNA-Seq data have been stored in the NCBI Gene Expression Omnibus^136^ and are publicly accessible through GEO Series accession number GSE240147 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE240147). The raw data for the 16S rRNA and metagenomics data have been deposited in the NCBI Sequence Read Archive^137^ and are publicly accessible under the accession number PRJNA881293 (https://www.ncbi.nlm.nih.gov/bioproject/PRJNA881293).

This paper does not report any original code.

Any additional information required to reanalyse the data reported in this paper is available from the lead contacts upon request.

### Experimental model and study participant details

#### Mice

All animal studies were approved by the Animal Care and Ethics Committee at Peking Union Medical College Hospital (Beijing, China, XHDW-2020-041) and compliant with the National Institutes of Health guide for the care and use of laboratory animals.

As previously described,^29^^,^^138^ 4-week-old female C57BL/6 mice were purchased from Huafukang Biological Technology Co. Ltd (Beijing, China, SCXK-2020-0026). Mice were housed in a specific pathogen-free (SPF) environment. The temperature was maintained at 22 ± 2°C, and the lighting followed a 12:12 light/dark cycle (lights on at 06:00 h = zeitgeber time (ZT) 0). After a 7-day acclimation period, 5-week-old mice were randomized according to body weight into two groups: the control group (Ctr, *n* = 40) fed a standard chow diet (AIN-93G, Research Diets, 15.8 kcal% fat), and the HFD group (HFD, *n* = 40) fed a fat-rich diet (D12492, Research Diets, 60 kcal% fat). After 5 weeks on these diets, female mice were bred with 9-week-old C57BL/6 male mice, fed a control diet, in trio configuration (one male and two females) for 5 days, maintaining the allocated dietary regimen [i.e., HFD or Ctr diet]. Post-delivery, both dams and offspring were transitioned to the same control chow diet. Body weights were recorded weekly.

To investigate the effects of maternal HFD consumption before and during pregnancy on the diurnal physiology of juvenile and adult offspring, male offspring aged 4 and 16 weeks were sacrificed every 4 h (*n* = 4 per time point) over a 24-h period at six time points: 07:00 (ZT1), 11:00 (ZT5), 15:00 (ZT9), 19:00 (ZT13), 23:00 (ZT17), and 03:00 (ZT21). To minimize the influence of litter on experimental outcomes, we randomized across the six time points. Mice were sacrificed, and livers, blood serum, and cecal content were collected and snap-frozen in liquid nitrogen and stored at −80°C until further processing.

### Method details

#### Indirect calorimetry and behavior

Male offspring at 4 weeks old and 16 weeks old were randomly picked from each group. Indirect calorimetry, feeding rhythm, and locomotor activity were measured using Promethion 8-channel respirometry cages (Sable Systems International). After acclimation for 24 h to the metabolic cage, they were monitored for 2 consecutive days (24 h per day). Measurements were taken every 5 min at a 12:12 light/dark cycle. Data were averaged and graphed at 1-h intervals. Indirect calorimetry and feeding rhythm data were corrected for body weight.

#### Glucose and insulin tolerance tests

For glucose tolerance test, mice were fasted for 6 h and injected intraperitoneally with a glucose load (2 g/kg of body weight) at ZT8. For insulin tolerance test, mice were fasted for 4 h and injected intraperitoneally with insulin (Humulin R; 1.0 U/kg of body weight) at ZT6. Blood glucose levels were measured from tail bleeding before intervention and 15, 30, 60, 90, and 120 min after intervention using a glucometer (Bayer).

#### Serum biochemical parameters measurement

Blood samples were collected from the intraorbital retrobulbar plexus of mice. All blood samples were separated by centrifugation at 3,000g for 10 min at 4°C, and the serum was stored in aliquots at −80°C. Serum total cholesterol (TC), total triglyceride (TG), low-density lipoprotein cholesterol (LDL-C), high-density lipoprotein cholesterol (HDL-C), free fatty acids (FFAs), alanine transaminase (ALT), and aspartate aminotransferase (AST) were measured using chemistry analyzer (Beckman Coulter, AU5800) as previously described.^33^

#### Liver total cholesterol and triglyceride

Levels of liver TC and TG were determined using the TC (M1010A) and TG (M1009A) assay kits from Michybio. Briefly, lipids were extracted from approximately 100 mg of frozen liver tissue using 1 mL of isopropanol. Subsequently, 3–4 mm steel beads were added, and the mixture was homogenized for two rounds of 30 s each, with a 10-s pause in between, using a homogenizer (KZ-III-F, Servicebio) at 4°C. After homogenization, the mixture was centrifuged at 8,000g for 10 min at 4°C. The supernatant was then collected and used for measurements, following the manufacturer’s instructions.

#### Cecal 16S ribosomal RNA and metagenomics sequencing and analysis

16S rRNA gene amplicon sequencing and metagenomic analysis were conducted as previously described^122^ with minor modifications. Genomic DNA was extracted from the cecal contents using the cetyltrimethyl ammonium bromide (CTAB) method.^139^ The V3-V4 regions of the 16S rRNA genes were amplified using barcoded region-specific primers (341F, 5′-CCTAYGGGRBGCASCAG-3’; 806R, 5′-GGACTACNNGGGTATCTAAT-3′). The PCR products were purified using a Qiagen Gel Extraction Kit. Sequencing libraries were prepared using the TruSeq DNA PCR-Free Sample Preparation Kit (Illumina) according to the manufacturer’s instructions. Sequencing was performed on an Illumina NovaSeq platform (250 bp paired-end reads). Raw sequence reads were processed and analyzed using quantitative insights into microbial ecology (QIIME) 2 version 2022.8^126^ according to the developer’s recommendations. Sequence quality control was carried out using DADA2 algorithm and taxonomies were assigned based on the SILVA_138 library.^127^ The comparison of alpha diversity indexes between subject categories were performed using R studio with microeco package^128^ according to the developer’s operating manual, with those reads annotated as “unassigned” excluded from these specific analyses.

We utilized 1 μg of DNA as starting material from each sample to prepare the metagenomic sequencing libraries. To ensure a sufficient amount of genomic DNA for metagenomic analysis, certain cecal samples had to be reextracted. Following the manufacturer’s instructions, we employed the Next Ultra DNA Library Prep Kit for Illumina (NEB) to generate sequencing libraries. This involved sonication to fragment the DNA to approximately 350 bp, followed by end-polishing, A-tailing, and adapter ligation for Illumina sequencing. After PCR amplification, the PCR products were purified using the AMPure XP beads (Beckman-Coulter). We then assessed the size distribution of the libraries using the Agilent 2100 Bioanalyzer and quantified them via real-time PCR. Quantified libraries were equimolarly pooled and clustered on a cBot Cluster Generation System, according to the manufacturer’s protocol. Subsequent sequencing was performed on the Illumina NovaSeq platform (250 bp paired end reads).

Raw sequencing data was cleaned using Readfq (V8) with subsequent host contamination checks using Bowtie2 (version 2.2.4).^133^ Assembly of metagenome was performed using MEGAHIT (v1.0.4-beta),^131^ followed by gene prediction and abundance analysis with MetaGeneMark (V3.05)^130^ and CD-HIT (V4.5.8).^132^ Unigenes were annotated for species using DIAMOND (v0.9.9,25402007)^134^ against NCBI’s Nucleotide (non-redundant) database and for functional characteristics using Kyoto Encyclopedia of Genes and Genomes (KEGG).^140^ Differential rhythmicity analysis was performed using the *drylm* function of *dryR*.^38^ For the metagenomics data, we introduced a batch effect to account for effects caused by the re-extraction of some samples.

#### RNA extraction, sequencing, and analysis

Total RNA was extracted from liver tissues using the E.Z.N.A. Total RNA Kit II (OMEGA, R6934). Briefly, 500 μL of RNA-Solv Reagent was added to approximately 50 mg of frozen liver tissue. We then added 3–4 mm zirconia beads. This mixture was subjected to homogenization in two 30s cycles, interspersed with a 10s interval, at 4°C using a KZ-III-F homogenizer (Servicebio). Following this, 200 μL of chloroform was added, and the solution was vigorously shaken for 20s. The mixture was then allowed to settle for 3 min at room temperature before being centrifuged at 12,000g for 15 min at 4°C. The resulting RNA supernatant was collected and subsequently purified using the columns provided with the kit, in accordance with the manufacturer’s protocol. RNA integrity of all samples was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies). Only RNA with a RIN above 8.0 were further processed. mRNA was purified from total RNA (3 μg of total RNA) using poly-T oligo-attached magnetic beads. Sequencing libraries were obtained using the NEBNext UltraTM RNA Library Prep Kit for Illumina following the manufacturer’s instructions.^141^ Libraries were then sequenced by the Illumina NovaSeq 6000. Raw data from published RNA-Seq studies were retrieved from NCBI GEO (accession number: GSE197765)^74^ and NCBI SRA (accession number: PRJNA723771).^67^

Reads were trimmed from adapters and mapped with Hisat2 (v2.0.5)^135^ to align the reads to the mouse reference genome (GRCm38/mm10). Uniquely mapped reads per genes were counted using FeatureCounts (v1.5.0-p3)^142^ based on the annotation from Ensembl release 94. We tested for functional enrichment using annotated gene sets from Gene Ontology (GO)^143^ using Enrichr.^125^ To statistically assess mean differences between two treatment groups we employed DESeq2,^124^ incorporating time as a covariate in the statistical model when available. We conducted differential rhythmicity analysis using *dryR*.^38^

#### Transcription factor activity analysis

Target genes of transcription factors were sourced from ChIP-Atlas^119^ for the mouse genome (mm10). Peak-calls overlapping a 5,000 bp window around a gene’s TSS were attributed to that gene. Hepatic sex-biased genes and genes that are up (GH_induced_male) or downregulated (GH_induced_male) upon injection of GH in germ-free male mice were taken from.^66^ To conduct an enrichment analysis of the genesets containing sex-specific biased genes or predicted target genes of transcription factors, we used the geneSetTest function from the limma package. This analysis was applied to gene lists that were pre-ranked defined based on results from DESeq2.^124^

### Quantification and statistical analysis

For statistical analysis, two groups with a normal distribution were assessed using the Student’s t test, while the Mann–Whitney U test was used for non-normally distributed data. When examining a 2 × 2 factorial design, we utilized a two-way ANOVA. If values matched, a repeated measures two-way ANOVA or a mixed linear model was used, complemented by the indicated post hoc test. The details of the results of the statistical analyses are available in Table S6. Differential rhythmicity analyses were performed with *dryR*^38^ using the *drylm* function for normally distributed data and the *dryseq* function for count data. Only features (e.g., gene expression profiles, ASV abundance) with a signal in ≥50% of samples per condition were included in the analysis.

The correlation matrix between serum metabolic profile measures and ASV abundance was determined using the corrplot R package. Only correlations with a Pearson coefficient that had an associated Benjamini-Hochberg adjusted P-value of less than 0.05 (determined through Fisher’s Z transform) were deemed statistically significant. We used R v.1.4.1717 with ggplot2 v 3.4.4 and GraphPad Prism version 8.0 to perform the described statistical analysis and data visualization. If not otherwise stated, data is represented as mean and error bars indicate the standard error of the mean (S.E.M).

How the deposited data were processed for this re-analysis (not part of the article)

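Liver mRNA counts of 70 male offspring sequenced by the authors were used, at 4 weeks (16 Ctr and 18 HFD mice) and 16 weeks (18 and 18 mice). The mice were sampled at 6 zeitgeber times, with 2 or 3 mice per diet and time point. The authors trimmed the reads, aligned them with Hisat2 to GRCm38/mm10 and deposited the number of uniquely mapped reads per gene, counted with FeatureCounts on the annotation of Ensembl release 94, as raw counts without normalization in 1 table per age. The tables also give a gene length in bases, a property of the annotation. Each column was matched to a mouse by its name, and 2 columns of per-sample values that match no listed sample were not used. Both are at 4 weeks. By the pattern of the names they would be Ctr replicate 3 at ZT9 and Ctr replicate 1 at ZT13, the groups with 2 mice. Mice with the same replicate number were not treated as pairs. The 2 ages are in separate tables and were tested separately, except for the interaction of diet and age, in which the effect of the diet was estimated within each age. No mouse was left out of the reported values. Gene coordinates are from the GENCODE annotation of GRCm38 matched by gene identifier, and 54532 genes were listed at each age. Library totals lay between 14758382 and 20100545 counts. The lowest chi-square per degree of freedom between any pair of libraries of the same diet and time point was 15.2 at 4 weeks and 11.8 at 16 weeks, so no library was a copy of another.
Genes with a count above 0 in at least 50% of the mice of each diet were tested. This follows the paper's criterion of a signal in at least 50% of the samples per condition, with a signal read here as a count above 0 and a condition as a diet. The diet effect was tested with edgeR 4.0.16 (TMM normalization, robust dispersions, quasi-likelihood test, ZT as a factor), with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper used DESeq2 with time as a covariate, and DESeq2 1.42.0 was run as an alternative. CPM values are TMM-normalized. The package dryR was not used. Its procedure for counts was rewritten with DESeq2 dispersions, 5 negative binomial models with a 24 h cosine and sine, and weights from the Bayesian information criterion, and a model was assigned at a weight of 0.6 or more. The difference in rhythm was tested with edgeR's quasi-likelihood F test of the interaction terms. Amplitudes are those of the cosine on the log2 scale and peaks are in hours of ZT. Families were cytosolic ribosomal proteins, mitochondrial ribosomal proteins, respiratory chain subunits encoded in the nucleus or in mitochondria, and major urinary proteins, all defined by symbol, and a list of 24 ribosome biogenesis factors. They were counted in the models with one-sided Fisher's exact tests against all genes tested. Further lists covered type I interferon (43 genes), interferon gamma (24), male-biased (26) and female-biased (33) liver genes, NAD and sirtuin genes (9), PRC2 (4), clock genes (18), and markers of pancreas (12), adipose tissue (5), erythroid cells (6), leukocytes (8) and Kupffer cells (8). The lists, the families, the tests of genes, sets and families, and the alternatives were set before the data were examined, except for the 3 alternatives named as later additions. The clock genes are those of Figure 5A, the PRC2 and sirtuin lists start from names in the paper, and the other lists were written from general knowledge. The tests of list means per mouse, the splits, the simulations of rhythm and the comparison with random lists were added later. Sets were tested with camera of limma 3.58.1 (preset correlation 0.01), and with fry, an estimated correlation and geneSetTest as alternatives. As 1 value per mouse, the mean log2 CPM of a list (prior count 2) was tested by permuting the diets within each ZT, 100000 times for the diet and 10000 times for the rhythm.
The named genes were the 18 clock genes of Figure 5A, genes of the interferon and mitochondrial terms of Table S4, the transcription factors and sirtuins that the paper names, at each age the 4 largest rises and falls with an adjusted p below 0.05, a mean of at least 1 CPM and the same sign at 5 or more of the 6 time points, the 2 members of each enriched family with the lowest p for a difference in rhythm, and the 3 members of each sex-biased list with the lowest p at 16 weeks. Some of these genes are not reported here.
The code was tested on simulated data made from the means, library totals and dispersions of these mice, with a log2 change or amplitude of 1. The diet effect was recovered for 186 of 200 changed genes at 4 weeks and 186 of 200 at 16 weeks, and the interaction of diet and age for 178 of 200. Of the genes simulated without a rhythm, 205 were put in model 2 and 183 in model 3 at 4 weeks, and 178 and 187 at 16 weeks. Alternatives were another test (DESeq2), other normalization factors, other filters, ZT as cosine and sine, the replicate number as a block, other weight thresholds and dispersions, normal models, and fits without each mouse, replicate number or time point. Later additions were a correction of each mouse's smooth trend with gene length and GC content (mgcv 1.9.3, entered as an offset), which 16762 of 16776 genes at 4 weeks and 17396 of 17409 at 16 weeks had a GC value for, and rhythm fits without the HFD mouse of replicate 2 at ZT9 at 4 weeks and without that of replicate 1 at ZT9 at 16 weeks. The other splits of the mice exchanged the diets within each ZT, with 100 splits drawn, the real one included. For the rhythm models in these splits, and in 10 simulations from each gene's shared rhythm, edgeR dispersions took the place of those of DESeq2, so their counts for the mice differ from the reported ones. The annotation of GO, the target lists of transcription factors and the sex-biased lists that the paper used were not used here, and Tables S3 and S4 were used in part. The computations ran in R 4.3.3 and Python 3.11.15.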

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

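The tests of the 2 genes higher at 4 weeks against gene length and GC content, of leukocytes and Kupffer cells, of pancreas tissue, and of the difference of the interferon list between the ages were chosen only after the results were seen. Groups of 3 or of more than 10 mice were not searched for single mice far from the others, so no group was searched in that way.
The effect of the diet differed between 4 and 16 weeks for 25 of 16444 genes (edgeR's quasi-likelihood test of the interaction, adjusted p below 0.05), of which 24 had a lower ratio at 16 weeks. The other gene was Mdh2, with a log2 ratio of 0.30, named after its value was seen. Without replicate 1, 2 or 3 the count was 0, 1 and 0, so it rests on all 3 replicates. Of 100 splits that exchanged the diets within each age and ZT, 2 gave as many genes, the real one included, and the other gave 39. Of the first 40 splits drawn, 2 had given as many, and the number was then raised to 100. Effects of the diet at the 2 ages were nearly unrelated across genes (Spearman's rho 0.0448, genes not being independent replicates). Age is confounded with the table the mice are in, while the diet effects within an age are not. A difference in age and a difference between the preparations of the 2 ages both stay open, and neither was tested.
The list of type I interferon genes was -0.39 lower in its diet effect at 16 weeks than at 4 weeks (log2, mean per mouse). Permuting the diets within each age and ZT gave p = 0.00390 (adjusted p = 0.0468 over 12 lists), fry gave an adjusted p of 0.0159 and camera 1.4e-18. The rise at 4 weeks itself was as strong by camera in 4 of 100 splits, the real one included. With the trends with length and GC content removed, the median rise was 0.32, against 0.34 before, which argues against these trends as its whole source. The corrected median was above all of 10000 random lists matched on expression level. Those lists were drawn gene by gene, so their genes are not co-regulated and this rank adds no evidence. The corrected male-biased list at 16 weeks was also above 99.91% of such lists. Without the library with pancreas transcripts the median was 0.36. The rise over the leukocyte list was 0.28 (permutation p = 0.102) and over the Kupffer list 0.31 (permutation p = 0.0122), while the leukocyte list rose by 0.09 and the Kupffer list by 0.06 on HFD. More leukocytes and a response of the liver cells themselves cannot be told apart, because the leukocyte list varies between mice by an SD of 0.449. All 8 leukocyte and all 8 Kupffer genes are expressed in these livers, the most abundant being Lyz2 with a median of 63.2 CPM and Clec4f with 152 CPM. An effect of the maternal diet at the younger age stays open.
At 16 weeks the 19 genes that differed at the mean level were all lower on HFD, a direction that the paper does not discuss. They were Col5a3, Smc6, Prpf4b, Pabpn1, Rock1, Rb1cc1, Ttc14, Pnisr, Ccnl2, Luc7l2, Prpf39, Uvssa, A230050P20Rik, Ppig, Zfp612, Crebzf, Gm8995, Firre and Gm37494. Of 100 splits, 1 gave as many genes, which is the real one, and the highest of the others gave 2. With the trends with length and GC content removed, 11 of the 19 kept an adjusted p below 0.05, so these trends are not their whole source, while they may contribute to the others. With that correction, 29 genes passed, 14 higher and 15 lower. The count fell to 0 without replicate 1, 2 or 3 and without ZT1, ZT5, ZT17 or ZT21, was 6 without ZT13 and 33 without ZT9, and was between 2 and 48 when 1 mouse was left out. Without the HFD mouse of replicate 3 at ZT9 it was 47, with 20 genes higher and 27 lower, so the absence of higher genes does not hold without that library. The median of all genes moved by -0.00455, but TMM normalization centres most genes, so this value cannot rule out a shift of all genes. Library totals of the diets overlapped. An effect of the maternal diet stays open. For comparison, the 2 genes higher at 4 weeks were matched in number by 2 of 100 splits, the real one included, with up to 32 genes in the other, and they kept at least 88.4% of their change with the trends removed, though neither kept an adjusted p below 0.05, 0 genes passing in all and 1368 at an unadjusted p below 0.05.
In the HFD mouse of replicate 2 at ZT9 at 4 weeks, the 12 genes of the pancreas list summed to 66189 CPM, which is 6.47% of the library, against at most 30.5 CPM in any other mouse of that age. The 3 most abundant were Ctrb1 (13730 CPM against at most 1.92 in the other mice), Cela2a (8044 against 2.02) and Try4 (7635 against 1.30). Each was at least 3973 times as high as in the next mouse, which is consistent with pancreas tissue in that sample, and Cfd of the adipose list was at 63.9 CPM there against at most 6.21 elsewhere. Of the 12 pancreas genes, 2 passed the filter for testing in these livers. No biological explanation was tested. Without this mouse, 4 genes had a diet effect at 4 weeks in place of 2, and the cytosolic ribosomal proteins and the nuclear respiratory chain in model 3 each had an adjusted p of 4.0e-10 (one-sided Fisher's exact test with Benjamini-Hochberg adjustment).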

How the results depend on the processing

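The correction for gene length and GC content and the fits of rhythm without a single mouse were chosen only after the results were seen. The other alternatives were set earlier, and each of them gave values. Of 559 values of the results that answer a comparison, 460 kept their direction and their side of the threshold or stayed within their limits, 17 lost the threshold, 1 gained it and 81 moved. Of 3038 values of single genes and other lists, 2661 stayed, 189 lost the threshold, 47 gained it, 66 moved and 75 reversed. The cause was not tested for any change below, except that fewer mice, fewer genes or another threshold follow from the setting itself.
The number of genes with a diet effect at 4 weeks (2) was 48 with DESeq2, 9 without a filter and 0 with the length and GC correction. It was 0 without ZT1, 0 without ZT5, 0 without ZT9, 0 without ZT13, 0 without ZT17 and 0 without ZT21, and lay from 0 to 14 across the fits that left out a mouse or a replicate number. At 16 weeks (19) it was 117 with DESeq2, 12 with ZT as cosine and sine, 29 with the length and GC correction, 0 without ZT1, ZT5, ZT17 or ZT21, 33 without ZT9 and 6 without ZT13, and lay from 0 to 48 across the fits that left out a mouse or a replicate number. The share of higher genes among the calls at 16 weeks was 0 of 19 with TMM, 49 of 117 with DESeq2 and 20 of 47 without the HFD mouse of replicate 3 at ZT9. The interaction of diet and age (25) gave 51 genes with filterByExpr and from 0 to 1 across the 3 fits that each left out a replicate number. The test of a difference in rhythm gave 62 genes at 16 weeks with the likelihood ratio test of DESeq2 and from 0 to 1 genes at 4 weeks across the 3 fits without a replicate number.
Mice of the 2 diets with the same replicate number and ZT were not treated as pairs, since the correlation of their deviations from the group means was not over 0.1 in every pair. It was over 0.1 in 5 of 16 pairs at 4 weeks (9 of 32 pairs with different numbers) and in 9 of 18 at 16 weeks (3 of 36), with medians at 16 weeks of 0.105 and -0.00975, so at 16 weeks mice with the same number tended to deviate together. With the number as a block, the interaction of diet and age gave 41 genes and model 5 held 0.288% of the rhythmic genes at 4 weeks. With a block per ZT and number, 0 genes had a diet effect at 4 weeks and 16 at 16 weeks, and Stat2 at 4 weeks changed by -0.0198 in place of 0.01. With the plain block the diet effect gave 2 and 21 genes.
The share of rhythmic genes in model 2 lay from 4.10% to 8.26% at 4 weeks and from 8.52% to 19.7% at 16 weeks across the fits that left out mice, and in model 3 from 6.27% to 14.0% and from 6.64% to 19.6%. Model 5 ranged from 0.174% to 1.15% at 4 weeks and from 0.680% to 4.26% at 16 weeks. At a weight threshold of 0.4, models 2, 3 and 5 held 7.13%, 10.6% and 0.353% at 4 weeks, and at 0.8 models 2 and 3 held 2.27% and 3.42%. Model 5 held 0.362% at 4 weeks and 2.01% at 16 weeks with the length and GC correction, 0.782% at 4 weeks with normal models, and 2.33% at 16 weeks with edgeR dispersions.
In model 3 at 4 weeks, the adjusted p of the cytosolic ribosomal proteins was 0.362 at a threshold of 0.8 and lay from 2.6e-34 to 1 across the fits that left out mice, that of the nuclear respiratory chain from 7.7e-25 to 1, and that of the mitochondrial ribosomal proteins from 0.00529 to 1. In model 2 at 16 weeks, the ranges were 2.3e-45 to 1 for the cytosolic ribosomal proteins and 1.4e-33 to 0.117 for the nuclear respiratory chain. The major urinary proteins gave from 0.00157 to 0.553 in model 3 at 4 weeks, from 0.00225 to 0.602 in model 3 at 16 weeks and from 0.0450 to 1 in model 2 at 16 weeks across such fits. In model 3 they also gave 0.0235 and 0.0306 at the 2 ages at a threshold of 0.4, 0.00307 at 4 weeks with the replicate number as a block, and 0.0223 at 16 weeks with edgeR dispersions.
For the lists, camera with an estimated correlation gave an adjusted p of 0.134 for the interferon list at 4 weeks and for the nuclear respiratory chain at 16 weeks, 0.191 for the cytosolic ribosomal proteins and 0.402 for the male-biased list at 16 weeks. With fry the values were 0.0510 for the interferon list at 4 weeks, 0.0694 for the cytosolic ribosomal proteins and 0.199 for the male-biased list at 16 weeks. The male-biased list gave 0.0728 without ZT5, 0.0735 without ZT9 and from 7.8e-06 to 0.189 across the fits without a mouse or a replicate number.
Other lists changed direction. At 16 weeks the female-biased list gave an adjusted p of 0.975 with filterByExpr, 0.867 without a filter, 0.684 without ZT1, 0.779 without ZT5, 0.993 without ZT17 and from 0.0540 to 0.997 across the fits without a mouse or a replicate number. The interferon list at 16 weeks gave 0.961 without ZT5, 0.855 without ZT13 and from 0.378 to 0.998 across such fits. PRC2 gave 0.594 without ZT1 and from 0.674 to 0.982 at 16 weeks and 0.962 without ZT5 at 4 weeks, the NAD and sirtuin list from 0.272 to 0.999 at 16 weeks, and the ribosome biogenesis factors 0.782 without ZT13 and from 0.0881 to 0.970 at 16 weeks. At 4 weeks the interferon gamma list ranged from 3.1e-06 to 0.999, the mitochondrial ribosomal proteins gave 0.489 without ZT1, 0.390 without ZT9 and from 0.356 to 0.984, and the mitochondrially encoded respiratory chain fell with the length and GC correction (adjusted p = 0.127). Among the named genes, Stat2 at 4 weeks was -0.0374 without ZT1, -0.0453 without ZT9 and from -0.0606 to 0.0668 across the fits that left out a mouse or a replicate number, and Cyp17a1 at 16 weeks from -0.0754 to 0.588.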

Differences from the paper's values

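None of the values that the paper states for the share of rhythmic genes in models 2, 3 and 5 differed from the values computed here by more than 1.5 times. The paper's 15.6% and 11.7% at 16 weeks stand beside 15.5% and 12.7%, its 4.1% and 6.0% at 4 weeks beside 4.39% and 6.80%, and its 0.2% and 3.7% for model 5 beside 0.170% and 3.55%. Of the genes assigned to a model, 63.6% at 4 weeks and 55.6% at 16 weeks were in model 1, against about 59% and about 47% in Fig. 5B, read by eye. Table S3 lists 14934 genes at 4 weeks, the paper's number, and 16776 were tested here.
Per3 is shown in Fig. 5A without a model at 4 weeks. Here it was assigned to model 4 with a weight of 0.883, and it was in model 4 in every setting run at that age.
The paper names ribosome biogenesis among the processes of the genes that gained rhythmicity at 4 weeks and lost it at 16 weeks. Here 0 of 24 ribosome biogenesis factors were in model 3 at 4 weeks and 0 in model 2 at 16 weeks. Of the ribosomal families tested, the enrichment lay with ribosomal protein genes. The paper's name comes from enriched GO terms, whose annotation was not used here, so the list of 24 factors does not test it. All 27 ribosomal protein and respiratory chain genes in its listed terms for model 3 at 4 weeks were in model 3 here. The paper calls the pathways at the 2 ages the same, while the mitochondrial ribosomal proteins passed the threshold in model 2 at 16 weeks and not in model 3 at 4 weeks (3 of 77 genes, adjusted p = 0.504, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). They passed it at 4 weeks without replicate 3 (adjusted p = 0.00529).
The paper describes genes upregulated at 16 weeks. With edgeR's quasi-likelihood test 0 genes were higher at an adjusted p below 0.05, and 20 were without the HFD mouse of replicate 3 at ZT9. DESeq2, which the paper used and which was among the alternatives set before the data were examined, gave 49 higher genes at 16 weeks and 36 at 4 weeks. The correction for length and GC content gave 14 higher genes at 16 weeks and was chosen after seeing the values. None of the genes Oas2, Oas3, Ifit2, Sp100, Rtp4 and Polr2k of the interferon terms at 4 weeks, and none of Cox7b, Ndufa11, Ndufa12, Ndufb5, Ndufb11, Ndufs4, Cyc1 and Ndufv2 of the mitochondrial terms at 16 weeks, had an adjusted p below 0.05 with edgeR.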

Other observations

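The tests of the difference between the ages in the share of models 2, 3 and 5 and of the mitochondrially encoded genes against length and GC content were chosen only after the results were seen, as was the use of the larger of the model 2 and model 3 shares in the splits.
The rhythm models, fitted here on edgeR dispersions, were set against splits of the mice that exchanged the diets within each ZT, without regard to the replicate number. The share of rhythmic genes in models 2, 3 and 5 was as high in 82 of 100 splits at 4 weeks and in 1 of 100, the real one, at 16 weeks. The number of genes with an unadjusted p below 0.05 for a difference in rhythm was as high in 88 of 100 splits at 4 weeks and in 1 of 100 at 16 weeks. The share at 16 weeks minus that at 4 weeks was as large in 1 of 100 splits, counting this direction only. In the opposite direction other splits differed by more. Counts simulated from the shared rhythm of each gene put a median of 900.5 genes in these models at 4 weeks, where the mice gave 519, and 868 at 16 weeks, where the mice gave 1649. The 10 simulations ranged from 862 to 939 genes at 4 weeks and from 828 to 900 at 16 weeks. They drew each gene independently and gave every gene its fitted shared rhythm, so they lack the variation that genes share across mice. At 4 weeks they gave more genes than the mice, so they do not reproduce these data. They therefore cannot decide at either age whether assignment alone gives the share. By the splits, the share at 4 weeks gives no evidence of a difference in rhythm. At 4 weeks, 8 of 100 splits put as large a share of the ribosomal protein and respiratory chain genes in model 3 (10.4% in the real split, up to 18.5% in others), and 14 of 100 when model 2 is counted as well, so the gain of rhythm in these families may come from the grouping of these mice. At 16 weeks, 4 of 100 splits put as large a share in model 2 (33.6% in the real split). Counting model 3 as well, because a mirrored split exchanges the models, 6 of 100 splits did, and the loss of rhythm in these families may also come from the grouping. The design has 2 or 3 mice per diet and time point, and a rhythm shared by mice of a family of co-regulated genes moves them together. An effect of the maternal diet stays open at both ages.
With the trends with length and GC content removed, the nuclear respiratory chain kept an adjusted p of 9.6e-16 in model 2 at 16 weeks and 0.0139 in model 3 at 4 weeks, so these trends are not the whole source of the counts. The mitochondrially encoded genes had an adjusted p of 0.309 in model 2 at 16 weeks with the trends removed, so the trends may account for that count. The main component of the variation between mice at 4 weeks correlated with GC content across genes (rho 0.825 in size), which is consistent with a trend with GC content as its source. The trend with GC content per mouse differed between the diets by -0.20 at 4 weeks (permutation p = 0.0956), and the trend with length by -0.14 at 16 weeks (permutation p = 0.0151, neither adjusted). At 16 weeks the rhythm of the trend with GC content differed between the diets (permutation p = 0.00640), as did that of the trend with length (permutation p = 0.00550). The correction removed 13.2% of the variation at 4 weeks and 5.58% at 16 weeks. With it, 12.4% and 9.48% of the rhythmic genes at 16 weeks were in models 2 and 3. The splits were not repeated with the correction, so a part of these trends in the share at 16 weeks stays open.
For the mean levels at 16 weeks, 1 of 100 splits gave as low a camera p for the nuclear respiratory chain and 1 of 100 for the cytosolic ribosomal proteins, the real one in both cases, while 3 of 100 did for the mitochondrial ribosomal proteins and 3 of 100 for the mitochondrially encoded respiratory chain. With the trends removed, the medians were 0.13 and 0.12, against 0.19 and 0.15 before. For the male-biased list, 14 of 100 splits gave as low a p, and the median was 0.10 with the trends removed (0.06 in place of 0.15 at 4 weeks), so the rise of that list may come from the grouping of the mice.
Lists that belong to no claim above were tested with camera, adjusted over the 24 tests. The interferon gamma list was higher in 19 of 24 genes at both ages, with medians of 0.21 at 4 weeks (adjusted p = 0.0141) and 0.13 at 16 weeks (adjusted p = 0.00263). Of the fits that each left out a mouse or a replicate number, 7 of 37 at 4 weeks and 1 of 39 at 16 weeks changed this call. The ribosome biogenesis factors had medians of 0.05 (adjusted p = 0.0726) and -0.03 (adjusted p = 0.655), the NAD and sirtuin genes -0.09 (adjusted p = 0.218) and 0.00 (adjusted p = 0.774), and PRC2 -0.02 (adjusted p = 0.756) and -0.01 (adjusted p = 0.779). At 4 weeks the medians were 0.13 for the cytosolic ribosomal proteins (65 of 79 higher, adjusted p = 5.1e-09), -0.02 for the mitochondrial ribosomal proteins (adjusted p = 0.779) and 0.22 for the mitochondrially encoded respiratory chain (11 of 13, adjusted p = 0.00620). The last of these was -0.05 with the trends removed. The major urinary proteins had medians of 0.48 (19 of 19 genes higher, adjusted p = 3.4e-06) and 0.24 (16 of 19, adjusted p = 0.00620), and share reads between near-identical copies. The call of the mitochondrially encoded genes was lost in 3 of 37 such fits and that of the major urinary proteins at 16 weeks in 4 of 39. None of these calls held with fry. For these lists, 0 genes had an adjusted p below 0.05 over all genes at either age, and 1 mitochondrial ribosomal protein gene at 4 weeks did when adjusted over the list alone.
The mean of the 4 PRC2 genes had an amplitude of 0.19 in Ctr and 0.07 in HFD mice at 16 weeks (permutation p = 0.00200, adjusted p = 0.0240 over 24 lists). Suz12, one of them, was lower on HFD by a log2 change of -0.12 at 16 weeks (lower at 6 of 6 time points, p = 0.0373, adjusted p = 0.395 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sirt3 was in model 4 at both ages, and Sirt7 had a p of 0.528 at 4 weeks and 0.00110 at 16 weeks for a difference in rhythm (adjusted p = 0.216 at 16 weeks from edgeR). Sirt3 overlaps Ric8a and Psmd13 and Sirt7 overlaps Mafg, so their counts are uncertain. At 16 weeks Oas2 was lower on HFD by a log2 change of -0.56 (adjusted p = 0.170 from edgeR).
Of the marker lists, the erythroid list differed by -0.52 on HFD at 4 weeks (SD between mice 0.66) and by 0.19 at 16 weeks (SD 0.30). The leukocyte list differed by 0.04 and the Kupffer list by -0.07 at 16 weeks. The adipose list differed by 0.50 (SD 1.14) and 0.25 (SD 1.02), with Cfd at 63.3 CPM in the HFD mouse of replicate 2 at ZT21 at 16 weeks against at most 18.2 in the other mice of that age. The pancreas list differed by 0.67 at 4 weeks (SD 2.50), where 1 library held nearly all of it, and by -0.12 at 16 weeks (SD 0.40). No biological explanation of these differences was tested.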
